# β-Catenin in Dendritic Cells Negatively Regulates CD8 T Cell Immune Responses through the Immune Checkpoint Molecule Tim-3

**DOI:** 10.3390/vaccines12050460

**Published:** 2024-04-25

**Authors:** Chunmei Fu, Jie Wang, Tianle Ma, Congcong Yin, Li Zhou, Björn E. Clausen, Qing-Sheng Mi, Aimin Jiang

**Keywords:** dendritic cell-based vaccines, β-catenin, Tim-3, immune checkpoint blockade, CD8 T cell immunity

## Abstract

Recent studies have demonstrated that β-catenin in dendritic cells (DCs) serves as a key mediator in promoting both CD4 and CD8 T cell tolerance, although the mechanisms underlying how β-catenin exerts its functions remain incompletely understood. Here, we report that activation of β-catenin leads to the up-regulation of inhibitory molecule T-cell immunoglobulin and mucin domain 3 (Tim-3) in type 1 conventional DCs (cDC1s). Using a cDC1-targeted vaccine model with anti-DEC-205 engineered to express the melanoma antigen human gp100 (anti-DEC-205-hgp100), we demonstrated that CD11c-β-catenin^active^ mice exhibited impaired cross-priming and memory responses of gp100-specific CD8 T (Pmel-1) cells upon immunization with anti-DEC-205-hgp100. Single-cell RNA sequencing (scRNA-seq) analysis revealed that β-catenin in DCs negatively regulated transcription programs for effector function and proliferation of primed Pmel-1 cells, correlating with suppressed CD8 T cell immunity in CD11c-β-catenin^active^ mice. Further experiments showed that treating CD11c-β-catenin^active^ mice with an anti-Tim-3 antibody upon anti-DEC-205-hgp100 vaccination led to restored cross-priming and memory responses of gp100-specific CD8 T cells, suggesting that anti-Tim-3 treatment likely synergizes with DC vaccines to improve their efficacy. Indeed, treating B16F10-bearing mice with DC vaccines using anti-DEC-205-hgp100 in combination with anti-Tim-3 treatment resulted in significantly reduced tumor growth compared with treatment with the DC vaccine alone. Taken together, we identified the β-catenin/Tim-3 axis as a potentially novel mechanism to inhibit anti-tumor CD8 T cell immunity and that combination immunotherapy of a DC-targeted vaccine with anti-Tim-3 treatment leads to improved anti-tumor efficacy.

## 1. Significance

Recent studies have shown that tumor-induced β-catenin activation in DCs suppresses CD8 T cell immunity by inhibiting cross-priming, although the underlying mechanisms remain incompletely understood. In this report, we identified the immune checkpoint molecule Tim-3 as a potential downstream target upregulated by β-catenin in DCs and uncovered the β-catenin/Tim-3 axis as a new mechanism to inhibit DC vaccine-induced CD8 T cell responses. Based on these new findings, we further demonstrated that the combination of DC-targeted vaccines and anti-Tim-3 immune checkpoint blockade (ICB) improves the anti-tumor efficacy of DC vaccines. 

## 2. Introduction

As the initiators of adaptive immune responses, dendritic cells (DCs) are known as the most potent antigen-presenting cells (APCs) to cross-present tumor-associated antigens (TAAs) and prime tumor antigen-specific CD8 T cells (termed cross-priming) to control tumor growth [1,2]. This unique functionality of DCs makes DC-based vaccines, which aim to potentiate host anti-tumor immunity, especially CD8 T cell immunity, one of the leading strategies for cancer immunotherapy [3,4]. Current clinical trials with DC-based vaccines, however, have shown limited success [3,4]. As DC-based vaccines generally rely on host DCs for antigen presentation to induce optimal T cell immunity [5,6,7], and tumors often impair the function of host DCs to suppress anti-tumor immunity [8,9,10,11,12], DC-mediated immunosuppression presents a significant obstacle to successful DC vaccine development. Despite largely disappointing DC vaccine clinical trials, however, recent studies have shown that cDC1s play a critical role in cross-presenting tumor antigens to generate anti-tumor CD8 T cell immunity and in determining the efficacy of cancer immunotherapies including immune checkpoint blockade (ICB) [13,14,15]. Together with promising clinical results of DC vaccines with neoantigens [16], it is crucial to improve DC-based cancer vaccines to overcome DC-mediated immunosuppression, either by refining DC vaccines or combining DC vaccines with other therapies.

β-catenin, a major component of the Wnt signaling pathway, has emerged as a key factor in regulating DC differentiation and function [17,18,19]. We and others have shown that tumors, including melanoma, induce the upregulation/activation of β-catenin in DCs, and β-catenin promotes the tolerogenic function of DCs to suppress anti-tumor immunity [20,21,22,23,24]. However, the mechanisms by which β-catenin promotes DC-mediated immunosuppression remain incompletely understood. Besides β-catenin, inhibitory immune checkpoint molecules such as PD-L1 and Tim-3 are key players in promoting the tolerogenic function of DCs, and their expression on DCs plays a critical role in determining the efficacy of anti-PD-L1 and anti-Tim-3 immunotherapies, respectively [25,26,27]. Interestingly, β-catenin upregulates immune checkpoint molecules in tumor cells [28,29], raising the interesting scenario that β-catenin and checkpoint molecules might work collaboratively to modulate DC function. However, whether β-catenin in DCs regulates these inhibitory immune checkpoint molecules to suppress T cell responses has not been well studied [30]. 

In this report, we investigated whether β-catenin regulates inhibitory immune checkpoint molecules in DCs to exert its function. Based on our surprising finding that β-catenin upregulates Tim-3 in cDC1s, we aimed to determine whether β-catenin in DCs inhibits anti-tumor CD8 T cell responses through Tim-3 and whether combining Tim-3 blockade ICB with DC vaccines improves the anti-tumor efficacy of DC vaccines. 

## 3. Methods

### 3.1. Mice and Treatment

CD11c-β-catenin^active^ (CD11c-Cre^+^β-catenin^Exon3/Exon3^) mice were generated and maintained as previously described [20]. C57BL/6 mice and CD8 TCR transgenic Thy1.1^+^ Pmel-1 (gp100-specific CD8 T cells) mice were purchased from Charles River and Jackson Laboratory, respectively. Primary and recall responses were examined as previously described [20]. We cloned the melanoma tumor-associated antigen (TAA) human gp100 (hgp100) into anti-DEC-205-OVA constructs to generate anti-DEC-205-hgp100. For vaccinations, mice were injected intravenously (i.v.) with 15–40 μg of anti-DEC-205-hgp100, with CpG (100 μg) as an adjuvant. Anti-Tim-3 (300 μg/per mouse) was injected intraperitoneally in PBS on days −1, 1, and 3 after immunization. 

### 3.2. Antibodies and Reagents

A naive CD8 T cell isolation kit and Anti-Thy1.1 magnetic microbeads were purchased from Miltenyi Biotec (Auburn, CA, USA). Antibodies to Thy1.1 (clone OX-7, PerCP-Cy5.5), TCR Vα_2_ (clone B20.1, FITC), Vβ_5.1/5.2_ (clone MR9.4, PE), CD8α (clone 53.6.7, APC, PE-Cy7, BV510, and BV785), Siglec-H (clone 551, FITC, and PerCP-Cy5.5), Bst-2 (clone 927, PE, and Alexa Fluor 700), CD11b (clone M1/70, PE, and BV711), CD62L (clone MEL-14, FITC), CD44 (clone IM7, APC, and Alexa Fluor 700), CD11c (clone N418, APC, BV421, BV510, and APC-Cy7), MHC class II I-A^b^ (clone AF6-120.1, PerCP-Cy5.5), Tim-3 (clone RMT3.23, PE, APC, BV605, and PE-Dazzle 594), PD-L1 (clone 10F.9G2, PE, APC, PE-Cy7, BV510, APC-Cy7, and PE-Dazzle 594), PD-L2 (clone TY25, PE, PE-Cy7, BV421, and PE-Dazzle 594), Lag-3 (clone C9B7W, PE, PE-Dazzle 594, and BV785), PD-1 (clone 29F.1A12, PE, APC, PE-Cy7, BV510, and APC-Cy7), CCR7 (clone 4B12, PE, APC, PE-Cy7, and PE-Dazzle 594), IFN-γ (clone XMG1.2, APC, and Alexa Fluor 700), TNF-α (clone MP6-XT22, PE, BV421, and BV605), IL-2 (clone JES6-5H4, APC, BV510, and PE-Dazzle 594) and Granzyme B (clone QA16A02, PE, and Alexa Fluor 700), were purchased from Biolegend Inc. (San Diego, CA, USA). Staining for surface and intracellular antigen expression was performed as previously described [17]. In brief, cells from the spleen or pooled draining LNs were stimulated for 5 hours with hgp100_25–33_ peptide (4 μg/mL, AnaSpec, Fremont, CA, USA) in the presence of Brefeldin A (BFA, 5 μg/mL, Biolegend), stained for surface and intracellular (e.g. IL-2, TNFα and IFN-γ) antigens, and evaluated by flow cytometry. Where indicated, Pmel-1 CD8 T cells were labeled with 5-(6)-carboxyfluorescein diacetate succinimidyl diester (CFSE) and checked by flow cytometry before transfer. We used a Celesta™ (BD Biosciences, Franklin Lakes, NJ, USA) or NovoCyte Quanteon (Agilent Technology, Santa Clara, CA, USA) with subsequent analysis of data in FlowJo^®^ (Tree Star, Ashland, OR, USA).

### 3.3. In Vivo Cross-Priming Assays

In vivo cross-priming assays were performed as described previously [20]. Briefly, 0.5–1 × 10^6^ CFSE-labeled naïve Pmel-1 Thy1.1^+^ CD8^+^ T cells were injected intravenously by the tail vein in 200 μL PBS −1, 0, or 1 day after immunization with anti-DEC-205-hgp100, and 5 days later, spleen and LN cells were subjected to staining and flow cytometry as described above.

### 3.4. Single-Cell RNA Sequencing (scRNAseq) of Primed Pmel-1 CD8 T Cells

For isolation of adoptively transferred Pmel-1 Thy1.1^+^ CD8^+^ T cells, spleen cells from immunized mice were first enriched with anti-Thy1.1 magnetic microbeads and sorted. Then, a 10X Genomics Chromium Single-Cell 3′ Reagent Kit (v2 Chemistry) and Chromium Single-Cell Controller were used to generate scRNA-seq libraries, as detailed in our previously published study [31]. Briefly, cells sorted by FACS were loaded into each reaction for gel bead-in-emulsion (GEM) generation and cell barcoding. A Veriti™ 96-Well Fast Thermal Cycler (Applied Biosystems, Waltham, MA, USA) was used to reverse transcribe the GEM (GEM-RT) at 53 °C for 45 min, 85 °C for 5 min, followed by a 4 °C hold. Following GEM-RT cleanup using Dynabeads MyOne Silane (Thermo Fisher Scientific, Waltham, MA, USA), cDNA amplification was carried out with the same Thermal Cycler using the following program: 98 °C for 3 min, 98 °C for 15 s, 67 °C for 20 s, and 72 °C for 1 min, followed by a 12-cycle repeat at 72 °C for 1 min then held at 4 °C. Amplified cDNA was cleaned up with a SPRIselect Reagent Kit (Beckman Coulter, Brea, CA, USA), which was followed by a library construction procedure, including fragmentation, end repair, adapter ligation, and library amplification. The quality of the libraries was assessed using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Subsequently, the libraries underwent sequencing on an Illumina HiSeq4000 platform using a paired-end flow cell as follows: Read 1, 26 cycles; i7 index, 8 cycles; Read 2, 98 cycles.

### 3.5. Data Analysis for scRNAseq

scRNAseq data were conducted as previously described [32]. The following steps were undertaken for the analysis of sequenced reads from scRNAseq libraries: demultiplexing, alignment to the mm10 mouse reference, barcode processing, and Unique Molecular Identifier (UMI) counting using the 10X Genomics Cell Ranger (v2.0.1) pipeline [33]. 

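Before filtering, the count matrices held 38519580 UMIs in 10254 cells from the WT mice and 22571998 UMIs in 6752 cells from the CD11c-β-catenin active mice. At least 1 UMI was counted for 17554 of the listed genes, and 14694 genes were found in more than 3 cells. After filtering, 14626 genes were found in more than 3 cells. None of these numbers of genes equals the 16685 that the paper gives.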

A total of 6752 cells from the CD11c-β-catenin^active^ mice and 10,254 cells from the WT mice were analyzed for a total of 16,685 genes. The datasets were then processed using the R Seurat package [34,35], with Principle Component Analysis (PCA) being employed for combined samples (cells from CD11c-β-catenin^active^ mice and WT) analysis. The quality control metrics employed were as follows. 

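A UMI of *Xist*, the X-linked gene taken here to mark X chromosome expression, was found in 84.0% of cells from WT mice and 82.8% of cells from CD11c-β-catenin active mice. UMIs of the Y-linked genes *Kdm5d*, *Eif2s3y*, *Gm29650*, *Uty* and *Ddx3y* were found in 0 WT cells and in 1 CD11c-β-catenin active cell, so a filter on cells with both kinds of transcript removed 0 and 1 cells. More than 4000 genes were found in 32 and 3 cells, and fewer than 300 in 14 and 4. The mitochondrial share exceeded 5% of UMIs in 344 and 109 cells. Together the filters removed 376 cells (3.67%) from the WT library and 113 cells (1.67%) from the CD11c-β-catenin active library. No doublet caller was run.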

Two strategies were employed to identify potential doublets as follows: cells expressing both X and Y chromosome-linked genes (Kdm5d, Eif2s3y, Gm29650, Uty, and Ddx3y) were excluded, as were cells expressing unusually high numbers of genes (>4000); low-quality cells with a low number of genes (<300) and/or having high mitochondrial genetic content (>5%) were excluded. Additionally, uninteresting sources of variation were removed, including ribosomal structural proteins (as identified by gene ontology term GO:0003735 and the Ribosomal Protein Gene (RPG) database [36]), non-coding rRNAs, Hbb, and genes not expressed in more than 3 cells. 

For gene expression normalization, the Seurat package’s “LogNormalize” method was employed, normalizing each cell’s gene expression measurements by total expression, multiplied by a factor of 10,000, followed by log transformation. Highly variable genes were identified in each dataset, with the top 1000 genes intersecting between datasets being utilized for clustering and subsequent analyses. The number of principal components (PCs) used for cell clustering was determined using the Jackstraw method, while the number of canonical correlation components (CCs) was determined by manual inspection of scree plots. Following the identification of PC and CC numbers for downstream analyses (first 30 PCs), a graph-based clustering approach in Seurat was used to iteratively cluster cells based on component similarities. The resulting clusters were visualized using the uniform manifold approximation and projection (UMAP) method. To assess the potential effects of cell cycle heterogeneity in the clustering, cell cycle phase scores were calculated based on canonical markers and regressed from the data [37]. The *FindAllMarkers* function in Seurat was then employed to identify differentially expressed genes (DEGs) between clusters, with a Bonferroni adjustment of *p*-value < 0.05 set as a statistical significance threshold. DEGs of CD11c-β-catenin^active^ mice and WT mice were identified with a fold change (FC) greater than 1.2, with an adjusted *p*-value less than 0.05. DAVID Tool [38] was employed for Gene Ontology (GO) analysis.

### 3.6. Tumor Cell Lines and Treatment of Tumor-Bearing Mice

B16F10 melanoma cells were inoculated by subcutaneous (s.c.) injection. Once the tumors became palpable, they were monitored every other day, and tumor sizes were calculated as (0.5 × short length × long length × long length mm^3^). For treatments, increased tumor volume was calculated as tumor volume on the day of measurement subtracting the tumor volume at the time of immunization. Mice were euthanized if signs of illness were observed or when any one dimension of the tumor exceeded 20 mm.

### 3.7. Statistical Analysis

Excel or GraphPad Prism 9 was used to evaluate data statistical significance with the two-tailed unpaired two-sample student’s *t*-test for two groups or ANOVA with post hoc tests for 3 or more groups. The mean and standard error of the mean (SEM) were presented. Data were considered significant if *p*-values were less than 0.05.

## 4. Results 

### 4.1. β-Catenin Upregulates the Expression of the Inhibitory Molecule Tim-3 in DCs

We have shown previously that activation of β-catenin in DCs negatively regulates both CD4 and CD8 T cell immune responses [17,20], although the mechanisms remain incompletely understood. Since β-catenin upregulates immune checkpoint molecules in tumor cells [28,29], we asked whether the expression of inhibitory immune checkpoint molecules was affected by β-catenin^active^ DCs, leading to impaired DC function. Spleen and lymph node (LN) cells from WT and CD11C-β-catenin^active^ mice were subjected to flow cytometry to determine the expression of the inhibitory molecules PD-L1, PD-L2, Tim-3, and Lag3 on DCs. As cDC1s play a critical role in cross-presenting tumor antigens to generate anti-tumor CD8 T cell immunity and we could successfully separate pDCs, cDC1s, and cDC2s in splenocytes (Supplemental Figure S1), we focused our analysis on splenic cDC1s. Activation of β-catenin in DCs led to an increase in the CD8α^+^ cDC1 population within all the cDCs (Figure 1A), suggesting that the impaired induction of CD8 T cell responses in CD11C-β-catenin^active^ mice is not due to a reduced number of cDC1s. The increased cDC1 frequency in CD11C-β-catenin^active^ mice is consistent with previous reports [20,39]. We next examined the expression of the inhibitory immune checkpoint molecules on cDC1s. Notably, Tim-3 expression was significantly upregulated in β-catenin^active^ cDC1s compared with WT cDC1s (Figure 1B,C), while expression of other inhibitory molecules was not elevated (PD-L1 and Lag3) or only slightly increased (PD-L2) in β-catenin^active^ DCs (Supplemental Figure S2A–F). Taken together, these data indicate that β-catenin upregulates Tim-3 in cDC1s.

### 4.2. β-Catenin in DCs Suppresses Tumor Antigen-Specific CD8 T Cell Responses

To examine tumor antigen-specific CD8 T cell responses, we constructed an anti-DEC-205 antibody expressing the melanoma antigen human gp100 (anti-DEC-205-hgp100) and asked whether β-catenin in DCs regulated tumor antigen-specific CD8 T cell responses. WT and CD11c-β-catenin^active^ mice were adoptively transferred with gp100-specific Pmel-1 Thy1.1^+^ CD8 T cells and immunized with anti-DEC-205-hgp100 plus adjuvant CpG one day later. The percentages of Thy1.1^+^ Pmel-1 out of total CD8 T cells, as well as differentiated IFN-γ^+^Thy1.1^+^ Pmel-1 effectors out of total Pmel-1 CD8 T cells, were significantly lower in CD11C-β-catenin^active^ mice compared with WT mice for both spleen and LN cells (Figure 2A,B), suggesting that activation of β-catenin in DCs diminished gp100-specific CD8 T cell proliferation and differentiation into effectors. Furthermore, IFN-γ^+^IL-2^+^ polyfunctional Pmel-1 effectors producing IL-2 in addition to IFN-γ, which are critical for CD8 T cell memory responses [40,41], were significantly reduced in CD11C-β-catenin^active^ mice compared with WT mice (Supplementary Figure S3A). Interestingly, the expression of inhibitory immune checkpoint molecules including Tim-3, CTLA-4, PD-1, and Lag-3 was not significantly increased in gp100-specific CD8 T cells primed in CD11C-β-catenin^active^ mice compared with WT mice (Supplementary Figure S3B–E). In fact, gp100-specific Pmel-1 CD8 T cells primed in CD11C-β-catenin^active^ mice generally exhibited lower expression of these inhibitory molecules, with some reaching statistical significance (Supplementary Figure S3B–E), suggesting that these inhibitory molecules are unlikely to account for impaired effector differentiation of gp100-specific Pmel-1 CD8 T cells.

We next asked whether β-catenin activation in DCs also negatively regulated gp100-specific CD8 T cell memory responses. WT and CD11c-β-catenin^active^ mice were immunized as above and then challenged on day 21 with the human gp100 epitope (gp100_25–33_) to assess memory CD8 T cell responses. Consistent with our data on the cross-priming of Pmel-1 cells, total Thy1.1^+^ Pmel-1 and IFN-γ^+^ Thy1.1^+^ Pmel-1 effector cells in spleen and draining LN cells were greatly reduced in CD11C-β-catenin^active^ mice, suggesting that β-catenin activation in DCs results in dampened CD8 recall responses (Figure 2C,D). Taken together, these data demonstrate that β-catenin in DCs negatively regulates primary and memory tumor antigen-specific CD8 T cell responses.

### 4.3. Single-Cell RNA Sequencing of Pmel-1 CD8 T Cells Primed in WT and CD11c-β-Catenin^active^ Mice

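Pmel-1 CD8 T cells carry a T cell receptor for gp100 and, in these experiments, the congenic marker Thy1.1. For scRNA-seq they were sorted from WT and CD11c-β-catenin active mice on day 10 after immunization, and 1 droplet library was made per condition. The authors aligned the reads to the mouse genome with Cell Ranger and deposited the count of unique molecular identifiers (UMIs) for each gene in each called cell, without normalization. The cell filters of the paper's methods were then applied, which left 9878 cells with 37072858 UMIs from WT mice and 6639 cells with 22386450 UMIs from CD11c-β-catenin active mice. The median was 3285 UMIs and 1137 genes per cell in the WT library, against 3063 UMIs and 1070 genes in the CD11c-β-catenin active library. Ribosomal protein genes held 41.8% and 43.1% of these UMIs and were left out, as in the methods, together with ribosomal RNA and haemoglobin genes and genes found in 3 or fewer cells. The remaining 21558219 and 12734037 UMIs, over 14536 genes, were the totals for levels per 10000 UMIs and per 1000000 UMIs (CPM). Levels were compared as the log2 ratio of CD11c-β-catenin active over WT, whose median over the 8125 genes with at least 100 UMIs in each library was -0.03. With 1 library per condition there are no replicates, so no difference was tested between the conditions. The 95% intervals are exact (Poisson for UMIs, Clopper-Pearson for shares of cells, conditional binomial for ratios) and cover counting error only. Gene positions are from GENCODE M21 on GRCm38, in which 14520 of the 14536 identifiers were found.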

To better understand how β-catenin in DCs affects the differentiation of gp100-specific Pmel-1 CD8 T cells into effector and memory CD8 T cells, we performed single-cell RNA sequencing (scRNA-seq) of sorted Thy1.1^+^ Pmel-1 CD8 T cells from WT and CD11c-β-catenin^active^ mice on day 10 after immunization with anti-DEC-205-hgp100 plus CpG. Pmel-1 CD8 T cells were clustered based on gene expression using an unsupervised inference analysis. There were a total of nine clusters that were identified and visualized by the uniform manifold approximation and projection for dimension reduction (UMAP) algorithm [42] (Figure 3A). 

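The paper's text does not name the clustering resolution, so the kept cells of both libraries were clustered with the lowest Louvain resolution that gave at least 9 clusters, which was 0.3. The clustering used 649 variable genes and 30 principal components after regression of cell cycle scores. Cluster 0 was led by *Dapl1*, *Il6ra* and *Rflnb* and held 9909 cells. Cluster 1, with 3891 cells, was led by the heat-shock genes *Hspa1a*, *Hspa1b*, *Dnajb1* and *Hsph1*, of which *Hspa1a* and *Hspa1b* are near-identical copies whose reads could be split. Cluster 2 was led by *Tnfrsf9*, *Xcl1* and *Hivep3* in 1415 cells, and cluster 3 by *Ctla2b*, *Gm17745*, *Eomes* and *Ctla2a* in 511 cells. The 10 leading genes of cluster 4 (411 cells) held 4 effector markers, such as *Gzma* and *Gzmb*, and 4 proliferation markers, such as *Hist1h3c* and *Pclaf*. Cluster 5 was B cell-like (182 cells, led by *Igkc*, *Ighv4-1* and *Jchain*) and cluster 6 was IFN-responsive-like (148 cells, led by *Ifit3*, *Ifit1* and *Isg15*). Cluster 7 was led by *Apoe*, *Marcks* and *Lgals3* in 49 cells, and cluster 8 was 1 cell. These numbers follow cluster size and need not match the paper's.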

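Cluster 0, the largest, held 7079 of 9878 kept cells in the WT library, or 71.7% (70.8 to 72.6%), and 2830 of 6639 in the CD11c-β-catenin active library, or 42.6% (41.4 to 43.8%). Cluster 1 held 864 WT cells (8.75%) and 3027 CD11c-β-catenin active cells (45.6%). Its leading heat-shock genes were also higher among the CD11c-β-catenin active cells of the other clusters, by a median log2 ratio of 1.00 over its 10 leading genes, so the sizes of clusters 0 and 1 reflect that difference between the libraries. Another clustering, at a resolution of 0.4, left out 25 heat-shock and immediate-early genes, a choice made after these clusters were seen. Its largest cluster held 68.2% of WT and 79.0% of CD11c-β-catenin active cells, a log2 ratio of 0.21 (0.16 to 0.26). In the main clustering, cluster 2 held 8.51% and 8.65%, with a log2 ratio of 0.02 (-0.13 to 0.18).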

Our clustering data analysis showed that primed Pmel-1 CD8 T cells fall into two major populations (cluster 0 and cluster 1) with similar frequencies in both WT and CD11c-β-catenin^active^ mice (Figure 3A,B). However, Pmel-1 cells from WT and CD11c-β-catenin^active^ mice exhibited dramatic differences in the percentages of Pmel-1 CD8 T cells in clusters 2 and 4 and a small difference in cluster 3. Specifically, CD11c-β-catenin^active^ mice showed a substantially lower proportion of Pmel-1 cells in clusters 2 and 4 compared with WT mice and slightly more cells in cluster 3 compared with WT mice (Figure 3A,B). 

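Cluster 3, led by *Ctla2a*, *Ctla2b* and *Eomes*, held 452 of the WT cells, or 4.58% (4.17 to 5.01%), and 59 of the CD11c-β-catenin active cells, or 0.889% (0.677 to 1.14%), a log2 ratio of -2.36 (-2.78 to -1.97). Cluster 4, led by effector and proliferation genes, held 374 WT cells (3.79%) and 37 CD11c-β-catenin active cells (0.557%). The leading genes of cluster 4 were also lower in the CD11c-β-catenin active cells outside it, by a median log2 ratio of -1.16, so its sizes depend on these genes as well as on the number of cells. Among the matched clusters, this was the difference that changes to the clustering moved most. At a resolution of 0.8, the cluster highest in effector markers held 7.13% of WT and 7.47% of CD11c-β-catenin active cells. Without heat-shock and immediate-early genes, the cluster highest in effector markers, whose 10 leading genes held 7 proliferation and 2 effector markers, held 6.31% and 5.17% of cells, while the cluster led by *Ctla2b*, *Eomes* and *Ctla2a* held 4.56% and 1.14%, a log2 ratio of -1.99 (-2.36 to -1.64). The cluster highest in activated markers, which was cluster 3 above, gave -0.27 (-0.47 to -0.06) with 15 principal components, where it was also the cluster highest in effector markers, and -1.30 (-1.64 to -0.97) with genes scaled within each library.

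**Figure D1:**
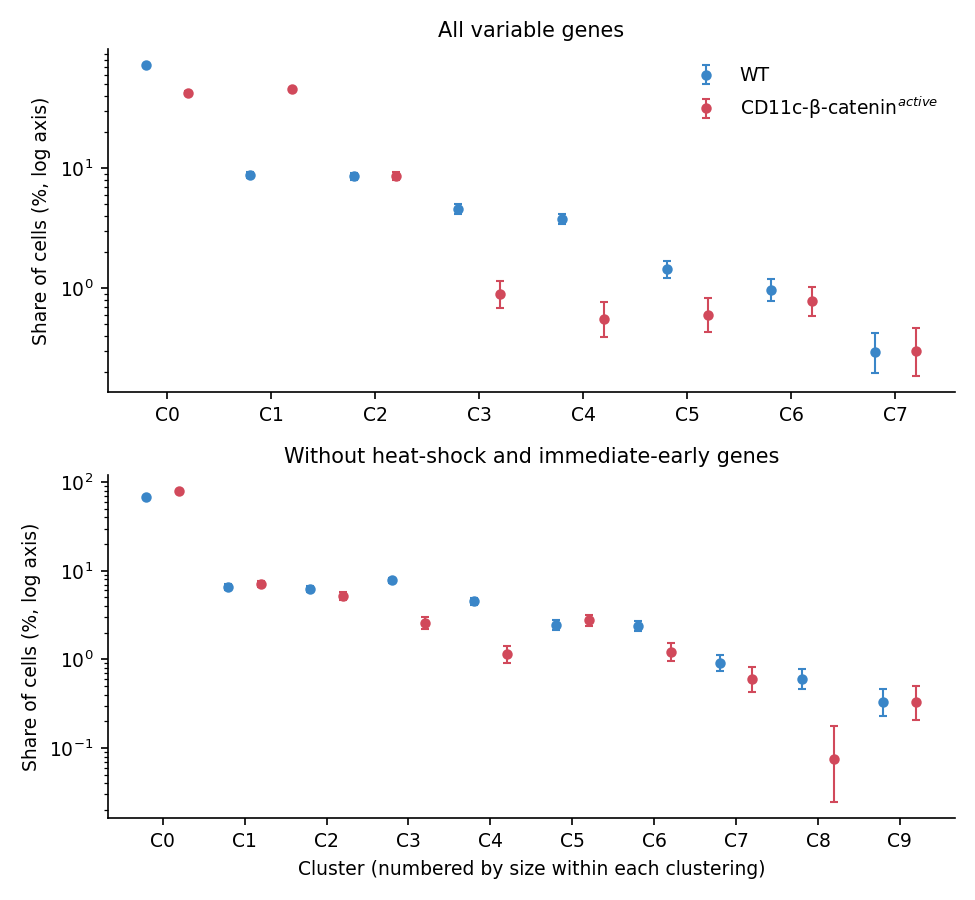
Share of the kept cells of each library in each cluster of at least 10 cells (percent, log axis), clustered with all variable genes (top) and without heat-shock and immediate-early genes (bottom). Points are the shares of the 1 library per condition and bars their exact 95% binomial intervals. In the top panel, cluster 3 holds 4.58% of WT and 0.889% of CD11c-β-catenin active cells, and clusters are numbered by size in each panel, so that a number does not mark the same cells in both.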

Further analysis of the top differentially expressed genes (DEGs) revealed a clear separation of the nine heterogenous Pmel-1 cell populations following immunization (Figure 3C). These clusters exhibit distinct gene expression profiles, for example, cluster 8 is distinguished by its expression of complement-related genes (*Cd5l*, *C1qa*, *C1qc*), whereas cluster 7 represents a rare ‘B-T’ cluster characterized by elevated expression of B cell markers such as *Cd19*, *Ms4a1(CD20*), and *Cd79a* (Figure 3C), as reported in previous studies [43,44,45]. 

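The B cell-like cluster held 142 cells of the WT library, or 1.44% (1.21 to 1.69%), and 40 of the CD11c-β-catenin active library, or 0.603% (0.431 to 0.820%). T cell transcripts in its cells were at 54.7% of their level in the other cells, and 12 of its WT and 7 of its CD11c-β-catenin active cells had none. Its cells held a median of 4539 UMIs, against 3185 in the other cells. Over each whole library, *Cd79a* (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) had 539 UMIs in the WT library and 185 in the CD11c-β-catenin active library, and *Ms4a1* (ENSMUSG00000024673, chromosome 19, 11249675 to 11266241) had 201 and 62. The complement genes were found in few cells. *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) had 76 UMIs in 27 WT cells and 26 in 10 CD11c-β-catenin active cells, and *Cd5l* (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073) had 62 UMIs in 15 and 18 in 12 cells. Cluster 7, in which these genes were at least 4-fold above the other cells, held 29 and 20 cells, but none of its 10 leading genes was among the macrophage markers set for it and it was left unnamed.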

Cluster 5 consists of CD8 T cells with heightened expression of IFN-responsive genes, such as Ifit1, Ifit3, and Igs15 [46]. 

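The IFN-responsive-like cluster held 96 WT cells, or 0.972% (0.788 to 1.19%), and 52 CD11c-β-catenin active cells, or 0.783% (0.586 to 1.03%). The log2 ratio of these shares was -0.31 (-0.83 to 0.19), an interval that included 0. The grouping decided this, since the interval lay below 0 with 4 of 5 other Louvain seeds, with log2 ratios from -0.71 to -0.39 over the 5 seeds. It moved most at a resolution of 0.8, where the cluster highest in these markers gave -1.02 (-1.39 to -0.66). The interval still included 0 with genes scaled within each library, at -0.08 (-0.47 to 0.29), and without the cell filters, at -0.33 (-0.78 to 0.11). Over all kept cells, 12 of the 14 genes of an IFN-responsive list were lower in the CD11c-β-catenin active library. The median log2 ratio of the list was -0.25, at the 0.1 percentile of 10000 random lists of the same size matched on mean expression, which describes these libraries only. Among cells with no heat-shock UMI it was -0.11, within the -0.17 to 0.10 that held the middle 95% of the random lists over all kept cells. *Ifit3* (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) had a log2 ratio of -0.38 (-0.68 to -0.09), *Isg15* (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) had -0.16 (-0.31 to -0.02) and *Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) had 0.00 (-0.26 to 0.25).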

Clusters 1, 2, and 3 stand out from other clusters because of their increased expression of a distinct gene set, as shown in Figure 3C. While cluster 4 Pmel-1 cells exhibit shared expression of DEGs observed in clusters 1, 2, and 3, they are also distinguished from other clusters by their unique expression of cell cycle genes (*Hist1h3c*, *Hmmr*, *Esco2*, *Kif4*, *Ska1*, *Ccna2*, *Pclaf*, and *Cmtm7*) (Figure 3C), suggesting that they likely represent proliferating Pmel-1 CD8 T cells.

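Of the cell cycle genes named here, *Hist1h3c*, *Hmmr*, *Esco2*, *Kif4*, *Ska1*, *Ccna2* and *Pclaf* were lower in the CD11c-β-catenin active library, with log2 ratios from -2.52 to -1.95 over all kept cells. *Pclaf* (ENSMUSG00000040204, chromosome 9, 65890237 to 65903266) had the most UMIs of these, 1779 and 226, and a log2 ratio of -2.22 (-2.42 to -2.02). *Hist1h3c* belongs to a family of histone genes with near-identical copies between which reads could be split, so its count is uncertain. *Cmtm7* (ENSMUSG00000032436, chromosome 9, 114756836 to 114781856) was found in more cells than the other 7 genes, 23.2% of WT and 17.4% of CD11c-β-catenin active cells. After each cell was thinned to 1500 UMIs, which left out 630 WT and 450 CD11c-β-catenin active cells, these shares were 10.2% and 8.56%. The B cell-like cells mostly also held T cell transcripts and so give no background share. Of the 17 cells with UMIs of at least 2 B cell markers and none of T cell transcripts, 2 had a *Cmtm7* UMI, at a median of 2122 UMIs per cell, and they are too few to set one. The log2 ratio of *Cmtm7* was -0.40 (-0.50 to -0.31).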

Considering that the fraction of Pmel-1 cell clusters only differed between CD11c-β-catenin inactive mice and WT mice in clusters 2, 3, and 4, we focused on these clusters and visualized their top three most DEGs as violin plots. 

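Levels by cluster describe the grouping, since these genes were among those that could define it. In both libraries together, cluster 4 held 2380.1 (2308 to 2454) CPM of *Ccl4*, 7641 (7512 to 7772) of *Ccl5* and 739 (699 to 780.1) of *Ifng*, with 95% intervals in parentheses. In cluster 0 these levels were 27.6 (25.2 to 30.2), 436 (426 to 446) and 13.8 (12.1 to 15.7). Cluster 3 held 2166 (2096 to 2239) CPM of *Ctla2a*, 382 (353 to 413) of *Slamf6* and 384 (354 to 415) of *S100a6*, against 209 (202 to 216), 154 (148 to 159.9) and 147 (141 to 153) in cluster 0. *S100a6* was highest in cluster 4, at 1627 (1567 to 1688). Over all kept cells of each library, *Ccl4* (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) had a log2 ratio of -1.97 (-2.08 to -1.86), *Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had -0.14 (-0.17 to -0.11), *S100a6* (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) had -1.37 (-1.45 to -1.28), *Ctla2a* (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625) had -0.38 (-0.43 to -0.32) and *Slamf6* (ENSMUSG00000015314, chromosome 1, 171917515 to 171953170) had 0.04 (-0.04 to 0.12).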

As shown in Figure 3D, clusters 3 and 4 exhibited high expression of effector markers (*Ccl4*, *Ccl5*, and *Infg*), while cluster 2 displayed relatively high expression of activation markers such as *S100a6*, *Slamf6*, and *Ctla2a*. Intriguingly, in addition to high levels of both effector and activation makers, cluster 4 also exhibited high expression of cell cycle genes, such as *Hmmr*, *Mik67*, and *Pclaf* (Figure 3D), indicating that these Pmel-1 cells represent highly activated effector T cells. 

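Cells were also picked without clustering, as those with a UMI of at least 3 of 20 proliferation genes. These cycling cells held a median of 8076 UMIs in the WT library and 8132 in the CD11c-β-catenin active library, against 3254 and 3057 in the other cells, so deep cells and doublets can enter the group. In the WT library, cycling cells held 869.6 (824 to 917) CPM of *Ccl4*, against 197 (191 to 204) in the other cells. For *S100a6* the 2 levels were 1099.8 (1049 to 1153) and 240.2 (233 to 247), and for *Ctla2a* they were 776 (733 to 820.5) and 382 (374 to 391). In the CD11c-β-catenin active library, the cycling cells held 149 (95.5 to 222) of *Ccl4*, against 62.0 (57.8 to 66.5). Cells with the cycling call made up 45.0% of cluster 4, 9.20% of cluster 3 and 0.262% of cluster 0.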

A significantly reduced induction of these proliferating cluster 4 Pmel-1 cells in CD11c-β-catenin^active^ mice (Figure 3A,B) likely leads to impaired memory Pmel-1 cell differentiation, resulting in reduced memory responses (Figure 2C,D). 

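Cycling cells made up 262 of 9878 cells in the WT library, or 2.65% (2.34 to 2.99%), and 27 of 6639 in the CD11c-β-catenin active library, or 0.407% (0.268 to 0.591%). The log2 ratio of the shares was -2.71 (-3.33 to -2.13). Asking for 2 in place of 3 of the 20 genes moved it most, to -2.18. With each cell thinned to 1500 UMIs, the shares were 1.87% and 0.307% and the log2 ratio -2.61. The 2 libraries also differed in heat-shock transcripts, and among cells with no heat-shock UMI the log2 ratio was -2.46. From the reduced proliferating cluster in CD11c-β-catenin active mice, the paper proposes that memory differentiation of Pmel-1 cells is impaired there, which it relates to the reduced recall responses in Figure 2C,D.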

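The paper's text does not name the genes of its effector score, so a list of 22 effector genes was fixed before the data were examined. The list held 37.0 UMIs per 10000 (95% interval 36.7 to 37.3) in the WT library and 28.4 (28.1 to 28.7) in the CD11c-β-catenin active library, a log2 ratio of -0.38 (-0.40 to -0.36). Of its genes, 20 were lower in the CD11c-β-catenin active library and 2 were higher, with a median log2 ratio of -0.91. *Ccl5* held 31.8% of the list's UMIs. Leaving out the cycling cells moved the summed ratio most, to -0.21. As a module score, the mean log-normalized level minus that of matched control genes, the list averaged 0.63 (SD 0.42 over 374 cells) in cluster 4 of the WT library and 0.36 (SD 0.43 over 37 cells) in cluster 4 of the CD11c-β-catenin active library. In cluster 0 the scores were -0.03 (SD 0.13 over 7079 cells) and -0.04 (SD 0.13 over 2830 cells). Over all kept cells the score differed by -0.025 (CD11c-β-catenin active minus WT).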

Further analysis revealed a particularly high effector score located in both cluster 3 and cluster 4, which was significantly increased in Pmel-1 cells in WT compared with CD11c-β-catenin^active^ mice (Figure 3E). 

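*Gzmb* (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) had 1295 UMIs in the WT library and 41 in the CD11c-β-catenin active library, a level of 60.1 CPM (95% interval 56.8 to 63.4) in the WT library and 3.22 (2.31 to 4.37) in the CD11c-β-catenin active library. Its log2 ratio was -4.22 (-4.71 to -3.77), and -2.96 among cells without the cycling call, the alternative that moved it most. It was found in 2.21% of WT and 0.497% of CD11c-β-catenin active cells, and in 1.33% and 0.242% after thinning. Of the 17 cells with B cell markers and no T cell transcripts, 0 had a *Gzmb* UMI, too few cells for a background share. In the WT library, 1 cell alone held 54 *Gzmb* UMIs. *Prf1* (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680) had a log2 ratio of -0.55 (-0.73 to -0.37), from 872 and 352 UMIs. *Ifng* (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) had a log2 ratio of -0.29 (-0.41 to -0.16), from 1636 and 793 UMIs, and -0.15 (-0.36 to 0.06) after thinning, where the difference was no longer detectable. Among cells with no heat-shock UMI, the log2 ratio of *Ifng* was -0.78 (-1.11 to -0.47), the alternative that moved it most. In cluster 4, *Gzmb* was at 761 (719 to 805) CPM in WT and 34.6 (11.2 to 80.8) in CD11c-β-catenin active cells, and *Ifng* at 745 (703 to 789) and 665 (538 to 812).

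**Figure D2:**
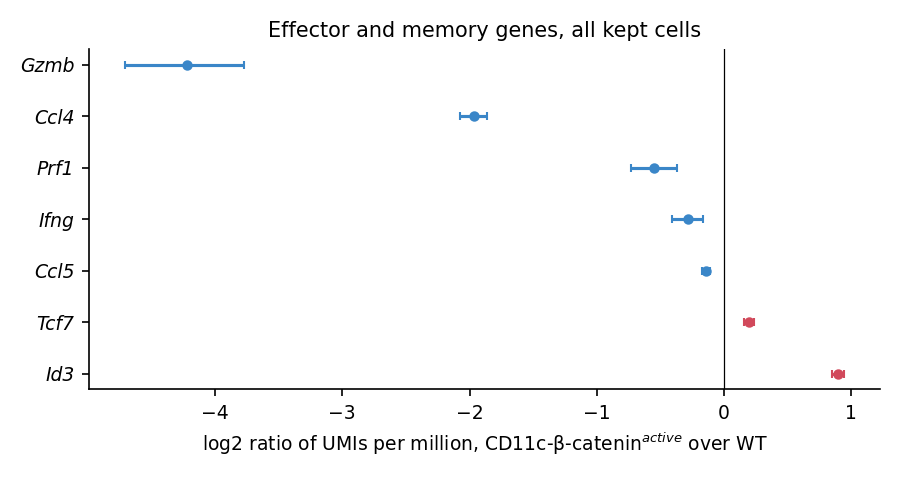
log2 ratio of CPM, CD11c-β-catenin active over WT, for 5 effector and 2 memory genes over all kept cells of the 1 library per condition. Points are the ratios, blue where negative and red where positive, and bars the exact 95% intervals, which cover counting error only. *Gzmb* lies lowest at -4.22 and *Id3* highest at 0.89.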

In line with this, the expression of selected effector genes (*Gzmb*, *Ifng*, and *Prf1*) further confirmed that Pmel-1 cells in WT mice were elevated in WT Pmel-1 cells, especially in clusters 3 and 4. 

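A list of 16 memory genes, fixed in the same way, held 66.8 UMIs per 10000 (95% interval 66.4 to 67.1) in the WT library and 86.7 (86.2 to 87.2) in the CD11c-β-catenin active library. The log2 ratio of the sums was 0.38 (0.36 to 0.39), higher in the CD11c-β-catenin active library. Of the genes, 10 were higher and 6 lower, with a median log2 ratio of 0.11 at the 98.2 percentile of the random lists. The highest log2 ratios were those of *Id3* (0.89), *Klf2* (0.82) and *Ccr7* (0.66). The lowest were those of *Eomes* (-1.14), *Il7r* (-0.41) and *Cd27* (-0.30). Whether the list separates memory cells from cells that were not primed was not tested. *Klf2* (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) held 32.4% of the list's UMIs, and without it the log2 ratio of the sums was 0.16, the value that moved most. As a module score, the list averaged 0.09 (SD 0.30 over 9878 cells) in the WT library and 0.17 (SD 0.28 over 6639 cells) in the CD11c-β-catenin active library, a difference of 0.079. In cluster 3, with 59 CD11c-β-catenin active cells, the difference was -0.038.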

Consistent with increased effector T cell priming, Pmel-1 T cells in WT mice exhibited an overall higher memory score compared with Pmel-1 T cells in CD11c-β-catenin^active^ mice, although the difference was not as striking as for the effector score (Figure 3E). We thus confirmed that cluster 3 and cluster 4 expressed transcriptional programs of both effector and memory CD8 T cells (Figure 3E), corroborating previous reports on vaccine-primed CD8 T cells [47,48]. 

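In both libraries together, cluster 4 held 180.3 (178 to 182) UMIs per 10000 of the effector list, against 24.8 (24.1 to 25.6) in cluster 3 and 22.8 (22.6 to 23.0) in cluster 0. The memory list held 28.7 (27.9 to 29.5) UMIs per 10000 in cluster 4, 59.6 (58.4 to 60.8) in cluster 3 and 79.4 (78.9 to 79.8) in cluster 0. Several genes of both lists were among the clustering genes, and these clusters need not hold the same cells as the paper's.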

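*Tcf7* (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014) was at 539.8 CPM (95% interval 530.0 to 549.7) in the WT library and 619 (605 to 632) in the CD11c-β-catenin active library, a log2 ratio of 0.20 (0.16 to 0.24). *Id3* (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) was at 321 CPM (95% interval 314 to 329) in the WT library and 597 (584 to 611) in the CD11c-β-catenin active library, a log2 ratio of 0.89 (0.85 to 0.94). *Tcf7* and *Id3* were thus higher in the CD11c-β-catenin active library, and each kept its direction under the 9 alternatives run for single genes. Among cells with no UMI of 5 heat-shock genes, the log2 ratio of *Id3* was 0.44.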

Consistently, the expression of individual memory markers (*Sell*, *Tcf7*, and *Id3*) was higher in Pmel-1 cells primed in WT mice, although more evenly distributed across the different clusters (Figure 3E). 

We next carried out Gene Ontology (GO) enrichment analysis on Pmel-1 cells primed in WT and CD11c-β-catenin^active^ mice, specifically focusing on pathways that were significantly downregulated in Pmel-1 cells primed in CD11c-β-catenin^active^ mice. As expected, biological processes related to T cell-mediated cytotoxicity, as well as molecular functions associated with TCR/CD8 receptor binding, were significantly reduced in Pmel-1 cells in CD11c-β-catenin^active^ mice (Figure 3F). Additionally, processes linked to mitochondrial energy generation were significantly reduced (Figure 3F), which is consistent with diminished effector T cell differentiation, as shown in Figure 3E. 

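No enrichment test across genes was run, since 1 library per condition gives no replicate spread, and fixed lists of genes for these processes were compared by their median log2 ratio. The cytotoxicity list had 13 of its 16 genes lower in the CD11c-β-catenin active library and a median log2 ratio of -0.33, at the 0.01 percentile of the random lists. The ratio of the list's summed UMIs, of which *Coro1a* held 36.4%, moved most from this, at -0.16. The list ranged from *Gzma* (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981), with 627 UMIs in 57 WT cells and 3 in 2 CD11c-β-catenin active cells and a log2 ratio of -6.95 (-9.23 to -5.39), to a highest log2 ratio of 0.29. The list for the TCR, CD8 and MHC class I binding had 13 of 14 genes lower and a median log2 ratio of -0.22, at the 0 percentile. Its lowest genes were *Tap1* (-0.55), *H2-T23* (-0.43) and *H2-Q7* (-0.38), none of them a TCR or CD8 gene. The median thus does not stand for TCR and CD8 genes alone. Within the list, *Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) had a log2 ratio of -0.30 (-0.35 to -0.26), *Cd8b1* (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494) had -0.01 (-0.04 to 0.02) and *Cd3g* (ENSMUSG00000002033, chromosome 9, 44969572 to 44980431) had -0.26 (-0.29 to -0.24), while *Cd3e* (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) was higher, at 0.18 (0.15 to 0.20). *Lck* had -0.15 and *Cd247* had -0.005.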

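For mitochondrial energy generation, 46 genes with symbols beginning *Nduf*, most of them for subunits and assembly factors of complex I, had a median log2 ratio of -0.15, at the 0.01 percentile of the random lists, and 44 of the 46 were lower in the CD11c-β-catenin active library. Their summed UMIs were 88.1 per 10000 in the WT library and 80.3 in the CD11c-β-catenin active library. The 17 ATP synthase genes with symbols beginning *Atp5* had a median log2 ratio of -0.08, at the 8.49 percentile and within the -0.11 to 0.10 that held the middle 95% of the random lists, and 12 of them were lower.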

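Of 30 genes of the mitotic spindle and chromosomes, 29 were lower in the CD11c-β-catenin active library, and their median log2 ratio was -1.60, at the 0 percentile of the random lists. Their summed UMIs, of which *Smc4* held 39.1%, were 10.7 per 10000 in the WT library and 7.01 in the CD11c-β-catenin active library, a log2 ratio of -0.61 (-0.64 to -0.57). Without the cycling cells, the median log2 ratio of the list was -0.16. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) had 1014 and 154 UMIs and a log2 ratio of -1.96 (-2.21 to -1.71).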

Notably, processes related to cell division/cycle were also significantly decreased (Figure 3F), strongly suggesting that Pmel-1 cells in CD11c-β-catenin^active^ mice are less proliferative. This is in agreement with the almost complete loss of proliferative cluster 4 among Pmel-1 cells in CD11c-β-catenin^active^ mice (Figure 3A,B). 

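All 17 genes of the proteasome core with at least 20 UMIs over both libraries (*Psma* and *Psmb* genes) were lower in the CD11c-β-catenin active library, with log2 ratios from -0.57 to -0.03 and a median of -0.28, at the 0 percentile of the random lists. The core genes held 50.8 UMIs per 10000 in the WT library and 42.6 in the CD11c-β-catenin active library, with 16.2% of them from *Psmb8*. The 26 genes with symbols beginning *Psmc*, *Psmd* or *Psme*, most of them regulatory, had a median log2 ratio of -0.16, at the 0.12 percentile, and 22 of them were lower. Among cells without the cycling call and without a UMI of *Gzmb*, *Ccl4*, *Ifng* or *S100a4*, the median of the core genes was -0.19.

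**Figure D3:**
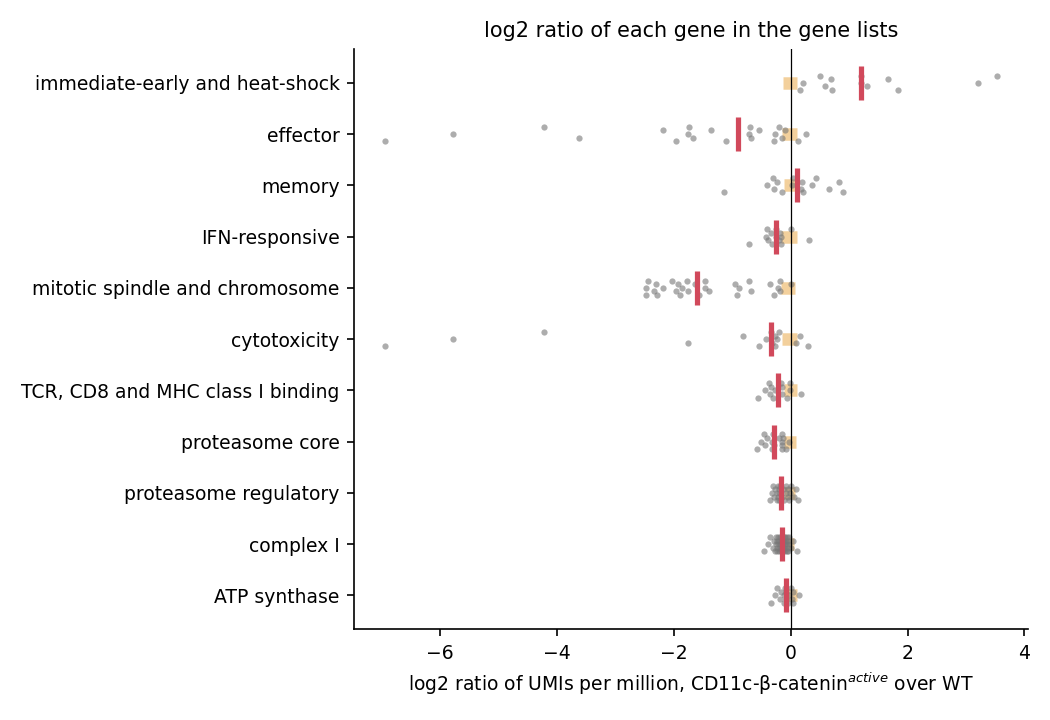
log2 ratio of CPM, CD11c-β-catenin active over WT, of each gene (grey points) in 11 gene lists, over all kept cells of the 1 library per condition. Red marks are the medians of the lists, and orange bands hold the middle 95% of the medians of 10000 random lists matched on mean expression. The medians run from -1.60 for the mitotic list to 1.20 for the immediate-early and heat-shock list.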

Supporting this notion, proteasome (core) complexes, which play a central role in the regulation of proteins that control cell-cycle progression, were identified as the most downregulated cellular components in CD11c-β-catenin^active^ mice (Figure 3F). Thus, our GO enrichment analysis similarly identified transcriptionally downregulated GO terms associated with effector function and proliferation of primed Pmel-1 CD8 T cells through interaction with β-catenin^active^ DCs.

### 4.4. Anti-Tim-3 Treatment Reverses β-Catenin-Mediated Suppression of CD8 T Cell Responses

After showing that cDC1s with active β-catenin exhibit augmented expression of Tim-3, we examined whether blocking Tim-3 by an anti-Tim-3 antibody could restore cross-priming in CD11c-β-catenin^active^ mice. WT and CD11c-β-catenin^active^ mice were adoptively transferred with gp100-specific Pmel-1 CD8 T cells and immunized with anti-DEC-205-hgp100, as described above. Half of the immunized CD11c-β-catenin^active^ mice were also treated with anti-Tim-3. As expected, CD11c-β-catenin^active^ mice exhibited impaired cross-priming, showing reduced total Thy1.1^+^ Pmel-1 cells and IFN-γ^+^Thy1.1^+^ Pmel-1 effectors (Figure 4A,B). However, treating CD11C-β-catenin^active^ mice with the anti-Tim-3 antibody restored cross-priming, resulting in percentages of total Thy1.1^+^ Pmel-1 cells and IFN-γ^+^Thy1.1^+^ effectors comparable to the percentages in WT mice (Figure 4A,B). Interestingly, polyfunctional Pmel-1 effectors that produced IL-2 in addition to IFN-γ were completely restored in CD11C-β-catenin^active^ mice by anti-Tim-3 treatment compared with WT mice (Figure 4C). Moreover, treatment of CD11c-β-catenin^active^ mice with the anti-Tim-3 antibody did not lead to reduced expression of Tim-3 or other inhibitory immune molecules on Pmel-1 cells (Supplementary Figure S4). Together with the fact that the expression of these inhibitory immune checkpoint molecules was not significantly increased in gp100-specific CD8 T cells primed in CD11C-β-catenin^active^ mice (Supplementary Figures S3 and S4), it seems unlikely that inhibitory immune checkpoint molecules on Pmel-1 CD8 T cells account for the effects of anti-Tim-3 on cross-priming. Taken together, our data suggest that β-catenin regulates DC vaccine-induced cross-priming through Tim-3, and Tim-3 blockade reverses β-catenin-mediated inhibition of cross-priming. 

We next examined memory responses upon treatment with the anti-Tim-3 antibody. WT and CD11c-β-catenin^active^ mice were adoptively transferred with gp100-specific Pmel-1 CD8 T cells and immunized with anti-DEC-205-hgp100 alone or together with anti-Tim-3 as above. Immunized mice were then challenged with the human gp100 epitope (gp100_25–33_) on day 21 to assess memory CD8 T cell responses. As expected (see Figure 2C,D), total Thy1.1^+^ Pmel-1 and IFN-γ^+^ Thy1.1^+^ Pmel-1 effector cells were significantly reduced in CD11C-β-catenin^active^ mice (Figure 5A,B). Notably, treating CD11C-β-catenin^active^ mice with the anti-Tim-3 antibody restored recalled memory response for gp100-specific Pmel-1 CD8 T cells, as the percentages of total Thy1.1^+^ Pmel-1 cells and IFN-γ^+^Thy1.1^+^ effectors were comparable to the percentages in WT mice (Figure 5A,B). Taken together, our data indicate that blocking Tim-3 reverses β-catenin-mediated suppression of primary and memory tumor antigen-specific CD8 T cell responses upon DC vaccination. 

### 4.5. Combination of Tim-3 Blockade and DC Vaccination Led to Improved DC Vaccine Efficacy

So far, our experiments have established that β-catenin in DCs plays a negative role in regulating tumor antigen-specific CD8 T cell responses and that β-catenin-mediated suppression of cross-priming could be reversed by Tim-3 blockade. Therefore, we asked whether the combination of Tim-3 blockade and DC vaccines will lead to improved anti-tumor efficacy. B16F10-bearing WT mice were either left untreated or immunized with anti-DEC-205-hgp100 following Pmel-1 CD8 T cell transfer, with half of the vaccinated mice also treated with anti-Tim-3. As expected, B16F10-bearing WT mice vaccinated with anti-DEC-205-hgp100 exhibited significantly slower tumor growth compared with untreated B16F10-bearing WT mice (Figure 6A). Notably, vaccinated B16OVA-bearing mice also treated with the anti-Tim-3 antibody exhibited much slower tumor growth compared with mice with anti-DEC-205-hgp100 vaccination alone (Figure 6A), resulting in substantially smaller tumor sizes compared with unvaccinated mice or mice with only anti-DEC-205-hgp100 vaccination (Figure 6B,C). Thus, blocking Tim-3 during DC-targeted vaccination improves DC vaccine efficacy. 

## 5. Discussion

Here, we identified the β-catenin/Tim-3 axis in cDC1s as a new mechanism for β-catenin in DCs to inhibit tumor antigen-specific CD8 T cell immunity. In this report, we demonstrated that activation of β-catenin upregulates Tim-3 in cDC1s, the DC subset specialized in cross-presenting tumor antigens to generate anti-tumor immunity and in determining the efficacy of cancer immunotherapies. Employing a cDC1-targeted vaccine model using the melanoma antigen human gp100 (hgp100), we further demonstrated that treatment with anti-Tim-3 restored cross-priming and memory responses of gp100-specific CD8 T cells in CD11c-β-catenin^active^ mice. Notably, combination therapy of the DC-targeted vaccine with anti-Tim-3 antibody treatment led to improved anti-tumor efficacy, thus supporting the β-catenin/Tim-3 axis in cDC1s as a new target for therapeutic intervention. 

Our previous studies have shown that activation of β-catenin in DCs either genetically or by tumors suppresses cDC1-targeted vaccine-induced anti-tumor CD8 T cell immunity using ovalbumin as a model antigen [20]. In this report, we constructed an anti-DEC-205 antibody expressing the human melanoma antigen hgp100 and examined CD8 T cell responses against a genuine tumor antigen. hgp100 is a homologue of the mouse self/tumor antigen mgp100 and contains the altered peptide ligand hgp100_25–33_, which can elicit gp100-specific CD8 T cell immunity in the B16 melanoma model [49,50,51]. Extending our previous findings, we showed that β-catenin in DCs similarly suppressed cross-priming and memory responses of gp100-specific Pmel-1 CD8 T cell responses upon cDC1-targeted vaccination with anti-DEC-205-hgp100 (Figure 2). We further analyzed primed gp100-specific Pmel-1 CD8 T cells from vaccinated WT and CD11c-β-catenin^active^ mice using scRNA-seq. Our scRNA-seq transcriptional data identified nine distinct clusters with varied expression of effector and memory/stem-like cell markers (Figure 3A,E), confirming the heterogeneity in tumor antigen-specific CD8 T cell responses after cDC1-targeted vaccination. Of note, all these clusters exhibited high expression of the memory/stem-like cell marker TCF1 (*Tcf7*), consistent with previous studies with vaccines with peptides and peptide-pulsed DCs [47,52]. Among these clusters, Pmel-1 cells in clusters 3 and 4 (and to a lesser extent, cluster 2) maintained the expression of both effector and memory markers (Figure 3), resembling populations that have been reported among vaccine-primed antigen-specific CD8 T cells [47,48]. 

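In both libraries together, the level of *Tcf7* by cluster ran from 271 (247 to 296) CPM in cluster 4 to 776 (734 to 819.8) in cluster 3, among the 8 clusters of at least 10 cells. A UMI of *Tcf7* was found in 61.0% of WT and 61.7% of CD11c-β-catenin active cells, and after thinning in 37.5% and 39.5%. Among the 17 cells with UMIs of at least 2 B cell markers and none of T cell transcripts, 1 had a *Tcf7* UMI, too few cells for a background share.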

Strikingly, while cluster 4 Pmel-1 cells display high levels of effector and activation makers, they are the only cells that express cell cycle genes (Figure 3C,D), indicating that this particular subset of Pmel-1 cells represents proliferative effector cells that likely give rise to memory cells. Indeed, Pmel-1 cells in CD11c-β-catenin^active^ mice contained a substantially reduced cluster 4 compared with that of WT mice (Figure 3B), consistent with their impaired memory responses (Figure 2C,D). Supporting this notion, GO enrichment analysis of our scRNA-seq data identified both cell cycle-related GO terms and CD8 T cell function-related GO terms that were transcriptionally downregulated by interaction with β-catenin^active^ DCs (Figure 3F). Our scRNA-seq findings thus indicate that β-catenin in DCs negatively regulated transcription programs governing the effector and memory differentiation of antigen-specific CD8 T cells, corroborating the observed suppressed cross-priming and memory responses in CD11c-β-catenin^active^ mice. Taken together, our data support a model in which β-catenin in DCs regulates transcription programs in primed antigen-specific CD8 T cells to impair their effector functions and the generation of memory CD8 T cells, resulting in suppressed CD8 T cell immunity. 

To date, studies of the role of β-catenin in DCs by us and others have supported its role in promoting a tolerogenic function of DCs through a number of mechanisms [17,18,20,21,22,23,24,53,54]. For example, we reported that blocking β-catenin or its downstream IL-10 during the T cell priming phase led to improved anti-tumor CD8 T cell responses by DC vaccines [22], and recent studies found that blocking β-catenin synergized with anti-PD-1 immunotherapy [55,56]. On the other hand, we previously reported that β-catenin in DCs also played a positive role in the maintenance of DC vaccine-induced CD8 T cell memory responses [22], suggesting that β-catenin might not be an ideal therapeutic target to boost anti-tumor CD8 T cell immunity. Intriguingly, β-catenin has been shown to upregulate checkpoint molecules on tumor cells [28,29], but whether β-catenin similarly controls checkpoint molecules on DCs to exert its immunoregulatory function remains unclear. We were surprised to observe that β-catenin^active^ cDC1s (cDC1s with active β-catenin, from CD11c-β-catenin^active^ mice) exhibited elevated expression of Tim-3 (Figure 1) in contrast to unchanged or reduced expression of other inhibitory molecules including PD-L1 and Lag3 (Figure S2). The anti-Tim-3 antibody has been tested clinically as a new addition to immune checkpoint blockade immunotherapies [57,58,59], although the mechanism underlying how Tim-3 blockade achieves its anti-tumor effects is not well understood [60]. Of note, we and others have shown that multiple tumors induce up-regulation/activation of β-catenin in DCs, including tumor-infiltrated DCs to restrain anti-tumor CD8 T cell responses [20,21,23,24], raising the intriguing scenario that tumors might exploit the β-catenin/Tim-3 pathway in DCs to suppress anti-tumor CD8 T cell immunity.

Tim-3 was originally identified as a cell surface marker of IFN-γ-producing CD4 T helper cells and cytotoxic CD8 T cells [61], although recent studies have shown that Tim-3 is also constitutively expressed on DCs [62]. Indeed, cDC1s, the DCs that are critical in cross-presenting tumor antigens to generate anti-tumor CD8 T cell immunity, express the highest level of Tim-3 among DCs [62,63,64]. In addition, tumor-associated DCs (TADCs) in multiple tumors express high levels of Tim-3 [62,63,64], and the effects of anti-Tim-3 antibody treatment in improving the anti-tumor efficacy of chemotherapy and DC vaccines are dependent on DCs [62,65]. In line with these studies, a recent report has further demonstrated that Tim-3 on DCs instead of T cells (both CD4 and CD8 T cells) is essential for mediating the beneficial effects of anti-tumor immunity by Tim-3 blockade [27]. Given that β-catenin activation led to the upregulation of Tim-3 on cDC1s (Figure 1), we first asked whether blocking Tim-3 would reverse the β-catenin-mediated suppression of antigen-specific CD8 T cell responses. Indeed, treatment with anti-Tim-3 completely restored the cross-priming and memory responses of gp100-specific CD8 T cells in CD11c-β-catenin^active^ mice (Figure 4 and Figure 5), suggesting that Tim-3 could serve as a therapeutic target to improve DC vaccines. On the other hand, Tim-3 expression (as well as other inhibitory immune checkpoint molecules such as CTLA-4, PD-1, and Lag3) on primed Pmel-1 CD8 T cells was not enhanced in CD11c-β-catenin^active^ mice (Figure S3). Together with the fact that anti-Tim-3 treatment did not reduce the expression of these molecules on primed Pmel-1 CD8 T cells in CD11c-β-catenin^active^ mice (Figure S4), our data suggest that Tim-3 or the other inhibitory immune checkpoint molecules on Pmel-1 CD8 T cells are unlikely to be a major contributor to the positive effects of anti-Tim-3 treatment on cross-priming. Supporting this notion, immune checkpoint molecules including Tim-3, PD-1, and Lag3 were only minimally detected on primed Pmel-1 cells by our scRNA-seq data analysis. 

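*Havcr2* (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255), which encodes Tim-3, had 46 UMIs in 33 WT cells (0.334%, 95% interval 0.230 to 0.469%) and 0 UMIs in the 6639 CD11c-β-catenin active cells. Against the 3 counts that a count of 0 allows, 0.236 CPM, its level was at least 9.057-fold lower in the CD11c-β-catenin active library with the WT count taken as it stands. The 95% interval of the log2 ratio, which covers both counts, lay below -2.82. Of the 46 WT UMIs, 44 lay in cluster 4, which held 374 WT and 37 CD11c-β-catenin active cells. The ratio over all cells thus cannot be told apart from the smaller share of that cluster, and a lower level per cell was not tested. *Pdcd1* (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), which encodes PD-1, had 83 UMIs in 0.780% of WT cells (0.616 to 0.973%) and 29 in 0.437% (0.293 to 0.627%) of CD11c-β-catenin active cells, a log2 ratio of -0.76 (-1.42 to -0.13). *Lag3* (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) had 532 UMIs in 4.95% of WT cells (4.53 to 5.40%) and 265 in 3.62% (3.18 to 4.09%) of CD11c-β-catenin active cells, a log2 ratio of -0.25 (-0.46 to -0.03). After thinning, the shares were 0.130% and 0% for *Havcr2*, 0.238% and 0.145% for *Pdcd1* and 1.94% and 1.70% for *Lag3*. Of the 17 cells with B cell markers and no T cell transcripts, 0 had a UMI of *Havcr2*, 0 of *Pdcd1* and 1 of *Lag3*, which are too few cells for a background share. The intervals of *Pdcd1* and *Lag3* included 0 after thinning, at -0.75 (-2.04 to 0.42) and -0.16 (-0.51 to 0.19). *Ctla4* (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832) was found in more cells, with 3546 and 2911 UMIs and a log2 ratio of 0.47 (0.40 to 0.55). The value of *Havcr2* moved most among cells with no heat-shock UMI, where the same bound gave a log2 ratio of -0.38 and a difference was not detectable.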

Taken together, our findings indicate that Tim-3 on DCs (and not T cells) plays a critical role in mediating the effects of anti-Tim-3 antibody treatment on DC vaccine-induced cross-priming. These results align with previous studies highlighting the pivotal involvement of Tim-3 on DCs in driving the anti-tumor effects resulting from Tim-3 blockade [27,62,65]. 

It should be noted that our findings with Tim-3 do not exclude the possible involvement of other inhibitory molecules in the DC β-catenin-mediated regulation of CD8 T cell responses. Indeed, we showed that β-catenin^active^ cDC1s also exhibited slightly but significantly higher PD-L2 expression and significantly lower PD-L1 expression (Figure S2). Further studies are warranted to investigate the roles of these molecules in the β-catenin-mediated inhibition of CD8 T cell immunity. Our studies also did not address how anti-Tim-3 treatment restores DC vaccine-induced cross-priming and memory CD8 T cell responses in CD11c-β-catenin^active^ mice. However, given that Tim-3 on DCs instead of T cells mediates the effects of Tim-3 blockade [27], together with our findings that anti-Tim-3 treatment did not affect Tim-3 expression on primed CD8 T cells (Figure S4), it is likely that anti-Tim-3 exerts its function by targeting Tim-3 on DCs. As previous studies have shown the specificity of β-catenin expression in DCs instead of other immune cells in CD11c-β-catenin^active^ mice [18,39], our findings suggest a potential β-catenin-Tim-3 axis in DCs that regulates DC-vaccine-induced CD8 T cell responses. Interestingly, previous studies have shown that anti-Tim-3 treatment regulates the function of cDC1s by augmenting their expression of Cxcl9, leading to enhanced CD8 T cell responses [62]. We previously reported that β-catenin^active^ DCs produced much higher IL-10 upon CpG treatment, which in turn inhibits DC vaccine-induced CD8 T cell responses [22]. It will be interesting to examine whether anti-Tim-3 treatment reverses β-catenin-mediated inhibition of CD8 T cell responses by regulating these cytokine pathways in DCs. One limitation of our study is that we only examined the effects of anti-Tim-3 treatment in the setting of DC vaccination with anti-DEC-205 plus CpG. Given that infections and adjuvants affect the effects of β-catenin on CD8 T cell responses [20,39], it is important to expand our study to investigate how anti-Tim-3 treatment regulates the β-catenin-mediated regulation of CD8 T cell responses under different settings. 

We further investigated the anti-tumor effects of combining DC-targeted vaccines with anti-Tim-3 treatment. Anti-Tim-3 treatment significantly improved the anti-tumor efficacy of DC vaccines, leading to a much-reduced tumor growth and tumor mass (Figure 6). As anti-Tim-3 treatment alone has limited or no anti-tumor efficacy in the B16 melanoma model [66,67,68,69], these data suggest that Tim-3 blockade synergizes with DC vaccines to improve their anti-tumor efficacy. In conclusion, we identified the β-catenin/Tim-3 axis as a novel mechanism that inhibits DC-mediated CD8 T cell responses, thereby supporting Tim-3 as a new target for therapeutic intervention to improve the anti-tumor efficacy of DC vaccines. 

## 6. Conclusions

In this report, we have found Tim-3 is upregulated by β-catenin in cDC1s. Using a cDC1-targeted vaccine model, we have demonstrated that mice with active β-catenin in their DCs (CD11c-β-catenin^active^ mice) exhibited impaired cross-priming and memory responses of tumor antigen-specific CD8 T cells. Anti-Tim-3 antibody treatment restored cross-priming in CD11C-β-catenin^active^ mice. Furthermore, treating B16F10-bearing mice with a DC vaccine using anti-DEC-205-hgp100 in combination with the anti-Tim-3 antibody led to significantly reduced tumor growth compared with treatment with the DC vaccine alone, thus identifying the β-catenin-Tim-3 pathway as a new target for therapeutic intervention. Taken together, we have identified a β-catenin/Tim-3 axis in DCs that negatively regulates anti-tumor CD8 T cell immunity and that combination immunotherapy of a DC-targeted vaccine with anti-Tim-3 antibody leads to improved anti-tumor efficacy. 

## Figures and Tables

**Figure 1:**
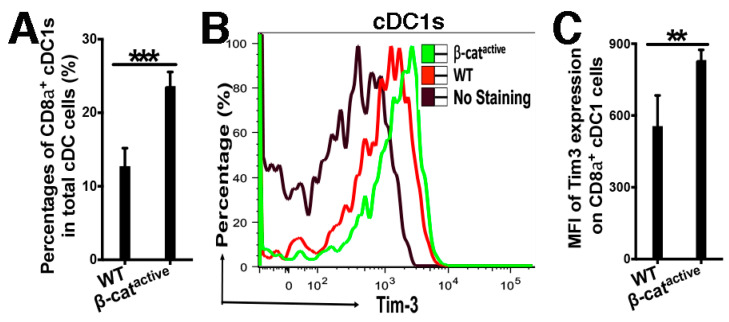
β-catenin upregulates Tim-3 in splenic cDC1s. (**A**) CD11C-β-catenin^active^ mice exhibit higher percentages of splenic cDC1s than WT mice (*n* = 4). Splenic cells were stained and analyzed by flow cytometry, and the percentages of CD8α^+^ cDC1s out of the total cDCs (95% intervals: 12.7 ± 2.5% vs. 23.6 ± 1.9%) are shown. (**B**,**C**) β-catenin^active^ cDC1s express significantly higher Tim-3 than WT cDC1s by flow cytometry. Histogram overlay of Tim-3 expression (**B**) and Mean Fluorescence Intensity (MFI) of Tim-3 expression (**C**) on gated cDC1s (95% intervals for MFI: 555 ± 128 vs. 832 ± 43) are shown. Student’s *t*-test, *** *p* < 0.001, ** *p* < 0.01. The data shown are representative of at least three experiments.

**Figure 2:**
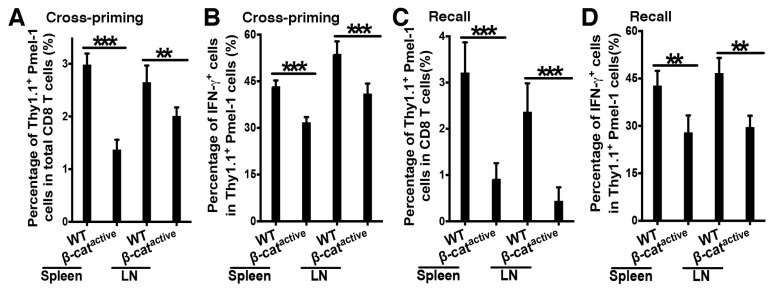
β-catenin in DCs negatively regulates DC vaccine-induced CD8 T cell responses against tumor antigens. WT and CD11c-β-catenin^active^ mice were immunized with anti-DEC-205-hgp100 plus CpG, and cross-priming of adoptively transferred Thy1.1^+^ Pmel-1 CD8 T cells was examined on day 5 following a 5-hour in vitro stimulation with hgp100_25–33_ with Brefeldin A (BFA) (**A**,**B**), recall responses were examined on day 26 after recall with hgp100_25–33_ peptide on day 21 (**C**,**D**). (**A**,**B**) CD11c-β-catenin^active^ mice exhibit impaired cross-priming of adoptively transferred hgp100-specific (Pmel-1) CD8 T cells upon DC-targeted vaccination compared with WT mice (*n* = 4–5). (**A**) The percentages of Thy1.1^+^ Pmel-1 cells in total CD8 T cells (95% intervals: spleen, 3.0 ± 0.2% vs. 1.4 ± 0.2%; LN, 2.7 ± 0.3% vs. 2 ± 0.2%) and (**B**) the percentages of IFN-γ^+^ effectors out of total Thy1.1^+^ Pmel-1 cells (95% intervals: spleen, 43.4 ± 1.8% vs. 31.8 ± 1.7%; LN, 53.8 ± 4% vs. 41 ± 3.2%) on day 5 following a 5-hour in vitro stimulation with hgp100_25–33_ with Brefeldin A (BFA) are shown. Student’s *t*-test, *** *p* < 0.001. (**C**,**D**) CD11c-β-catenin^active^ mice exhibit impaired recall responses compared with WT mice (*n* = 5). (**C**) The percentages of Thy1.1^+^ Pmel-1 cells in total CD8 T cells (95% intervals: spleen, 3.2 ± 0.7% vs. 0.9 ± 0.3%; LN, 2.4 ± 0.6% vs. 0.4 ± 0.3%) and (**D**) the percentages of IFN-γ^+^ effectors out of total Thy1.1^+^ Pmel-1 cells (95% intervals: spleen, 42.8 ± 4.7% vs. 28 ± 5.3%; LN, 46.7 ± 4.8% vs. 29.6 ± 3.6%) on day 5 after recall are shown. Student’s *t*-test, ** *p* < 0.01 and *** *p* < 0.001. The data shown are representative of two or more experiments.

**Figure 3:**
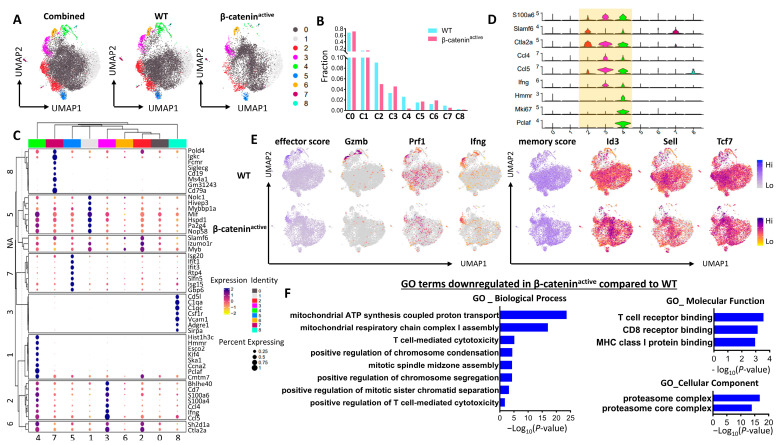
scRNA-seq of gp100-specific CD8 T cells identifies distinct populations and reveals differences in CD8 differentiation between CD8 T cells primed in WT and CD11c-β-catenin^active^ mice. WT and CD11c-β-catenin^active^ mice adoptively transferred Thy1.1^+^ Pmel-1 CD8 T cells were immunized with anti-DEC-205-hgp100 plus CpG. Spleen cells were harvested on day 10 after immunization, and FACS-sorted Pmel-1 cells were subjected toscRNA-seq as described. (**A**) Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction mapping analysis of single-cell gene expression data of Pmel-1 cells isolated 10 days after vaccination with ant-DEC-205-hgp100. Each dot represents one single cell. A total of 9 clusters were identified and color-coded as indicated. UMAP visualization of single cells from combined Pmel-1 cells (left), Pmel-1 cells from WT mice (middle), and Pmel-1 cells from CD11c-β-catenin^active^ mice (right). (**B**) Distribution of Pmel-1 cells from either WT or CD11c-β-catenin^active^ mice within each of the 9 clusters as depicted in (**A**). (**C**) Bubble plots depicting the expression of top DEGs for UMAP clusters are shown in (**A**). (**D**) Violin plot visualizing expression of the top 3 DGEs associated with clusters 2, 3, and 4 among the UMAP clusters. (**E**) UMAPs depicting the module score of gene sets associated with effector or memory, and expression of selected gene markers for CD8 effector (*Gzmb*, *Ifng*, *and Prf1*) and memory (*Sell*, *Tcf7* and *Id3*) cells. UMAPs for Pmel-1 cells from WT (upper UMAPs) and CD11c-β-catenin^active^ mice (lower UMAPs) are shown. Gradient expression levels are color-coded as indicated. (**F**) GO enrichment analysis identifies multiple GO Biological Processes (BP), Molecular Function (MF), and Cellular Component (CC) that are downregulated in Pmel-1 cells primed in CD11c-β-catenin^active^ mice.

**Figure 4:**
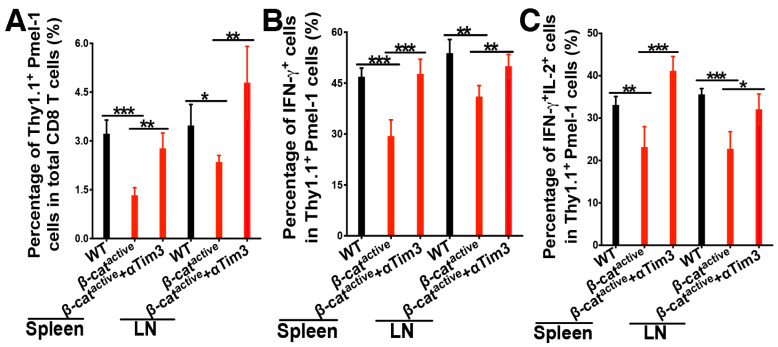
Anti-Tim-3 treatment reverses β-catenin-mediated inhibition of cross-priming. WT and CD11c-β-catenin^active^ mice were immunized with anti-DEC-205-hgp100 plus CpG, with half of the CD11c-β-catenin^active^ mice (*n* = 5) also being treated with anti-Tim-3 antibody. Cross-priming of adoptively transferred Thy1.1^+^ Pmel-1 CD8 T cells was examined on day 5 after immunization. (**A**) The percentages of Thy1.1^+^ Pmel-1 cells in total CD8 T cells (95% intervals: spleen, WT 3.2 ± 0.4%, CD11c-β-catenin^active^ 1.3 ± 0.2%, CD11c-β-catenin^active^ + αTim3 2.8 ± 0.5%; LN, 3.5 ± 0.6%, 2.4 ± 0.2%, 4.8 ± 1.1%), (**B**) the percentages of IFN-γ^+^ effectors out of total Thy1.1^+^ Pmel-1 cells (95% intervals: spleen, 46.9 ± 2.6%, 29.4 ± 4.8%, 47.7 ± 4.3%; LN, 53.8 ± 4%, 41.4 ± 3.2%, 50 ± 3.4%), and (**C**) the percentages of IFN-γ^+^IL-2^+^ effectors out of total Thy1.1^+^ Pmel-1 cells (95% intervals: spleen, 33.1 ± 2%, 23.2 ± 4.8%, 41.2 ± 3.4%; LN, 35.6 ± 1.4%, 22.8 ± 4%, 32.1 ± 3.6%) are shown. Data are representative of two experiments. One-way ANOVA and post hoc T-tests with Bonferroni correction were used. *** *p* < 0.001, ** *p* < 0.01, and * *p* < 0.05.

**Figure 5:**
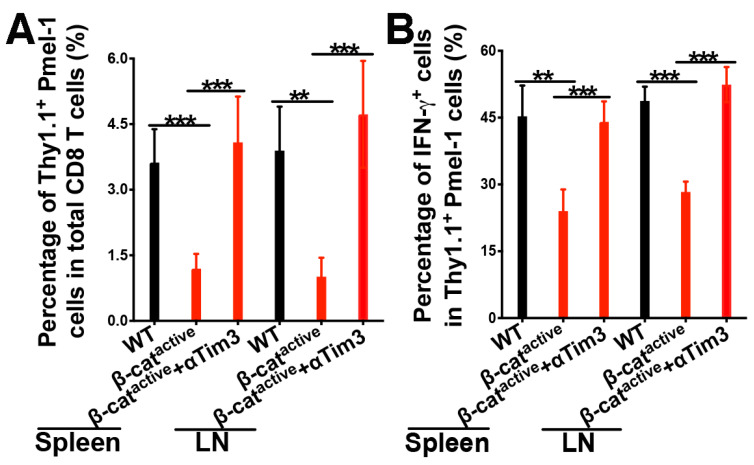
Anti-Tim-3 treatment reverses β-catenin-mediated inhibition of memory CD8 T cell responses. WT and CD11c-β-catenin^active^ mice were immunized with anti-DEC-205-hgp100 plus CpG, with half of the CD11c-β-catenin^active^ mice (*n* = 5) also being treated with anti-Tim-3 antibody. Recalled memory responses of adoptively transferred gp100-specific CD8 T (Pmel-1) cells were examined 5 days after recall with hgp100_25–33_ peptide on day 21. (**A**) The percentages of Thy1.1^+^Pmel-1 cells in total CD8 T cells (95% intervals: spleen, 3.6 ± 0.8%, 1.2 ± 0.3%, 4.1 ± 1%; LN, 3.9 ± 1%, 1 ± 0.4%, 4.7 ± 1.2%), (**B**) the percentages of IFN-γ^+^ effectors out of total Thy1.1^+^ Pmel-1 cells (95% intervals: spleen, 45.3 ± 6.9%, 24 ± 4.9%, 44 ± 4.6%; LN, 48.7 ± 3.2%, 28.3 ± 2.3%, 52.4 ± 4%) following a 5-hour in vitro stimulation are shown. Data are representative of two experiments. One-way ANOVA and post hoc T-tests with Bonferroni correction were used. *** *p* < 0.001, ** *p* < 0.01.

**Figure 6:**
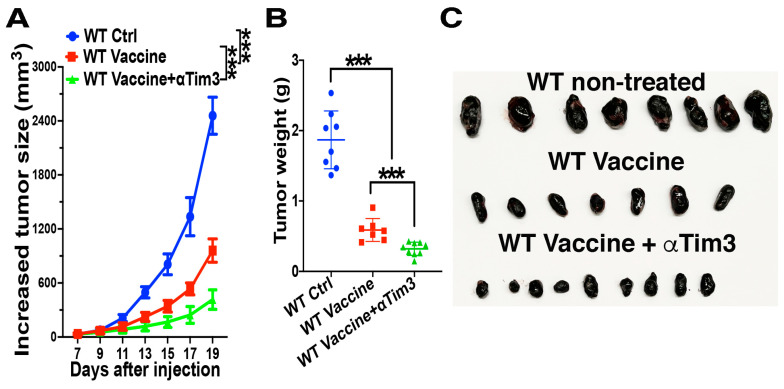
Anti-Tim-3 treatment improves the anti-tumor efficacy of DC-targeted vaccines using anti-DEC-205-hgp100. B16F10-bearing WT mice (*n* = 7–9) were not treated or were immunized with anti-DEC-205-hgp100 plus CpG with or without anti-Tim-3 treatment (tumor sizes around 3–6 mm), following Thy1.1^+^Pmel-1 CD8 T cell transfer. (**A**,**B**) Anti-Tim-3 treatment improves the anti-tumor efficacy of DC vaccines. Increased tumor sizes from the day of treatment are shown in (**A**) and tumor weight on day 19 in (**B**). A linear mixed model (Lme4) was fitted to the data in (**A**), and ANOVA for the fitted linear mixed model was then performed to determine the difference between groups. One-way ANOVA and post hoc T-tests with Bonferroni correction were used for (**B**). *** *p* < 0.001. (**C**) Photo of the tumors on day 19 after tumor inoculation. Data are representative of two experiments.

## Data Availability

The data that support the findings of this study are included in this manuscript and/or are available upon request by qualified researchers from the corresponding authors. scRNA-seq data have been deposited in GEO (accession number GSE263715).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vaccines12050460/s1, Figure S1: Gating strategy for splenic DCs; Figure S2: The effects of β-catenin on expression of inhibitory molecules PD-L1, PD-L2 and Lag3 in splenic cDC1s; Figure S3: β-catenin in DCs negatively regulates DC vaccine-cross-priming against tumor antigen; Figure S4: Anti-Tim-3 treatment reverses β-catenin-mediated inhibition of cross-priming.

# Supplementary material for: β-Catenin in Dendritic Cells Negatively Regulates CD8 T Cell Immune Responses through the Immune Checkpoint Molecule Tim-3
**Source:** Vaccines (Basel). 2024 Apr 25;12(5):460. doi: 10.3390/vaccines12050460
**Supplement:** Supplementary file 1

Supplemental Figures

Supplemental Figure S1

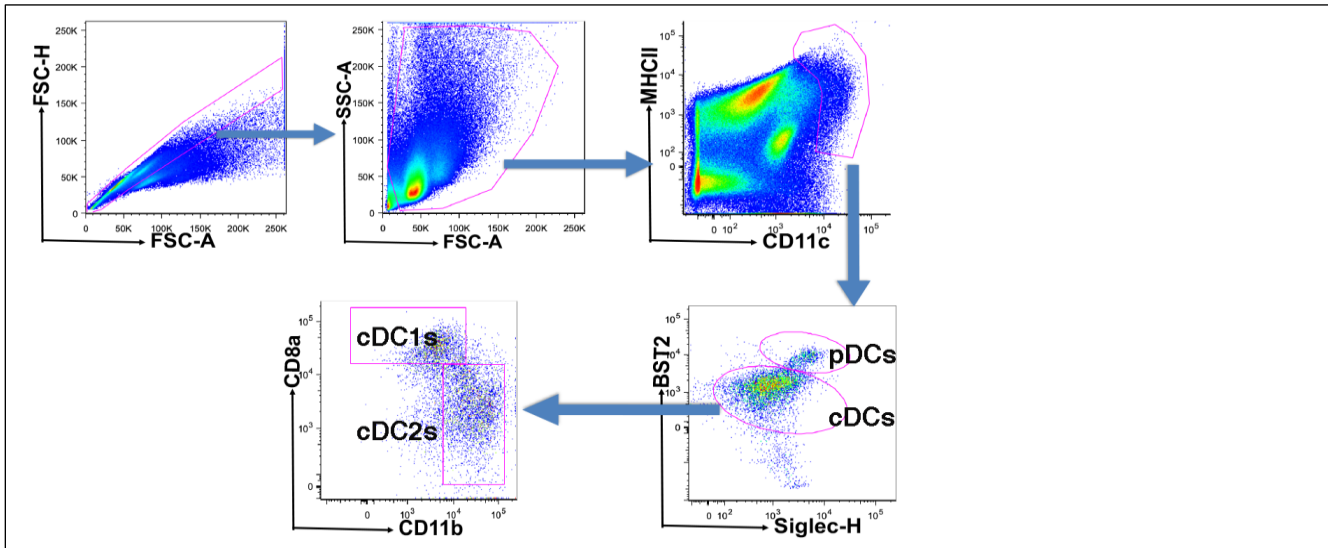

Supplemental Figure S2

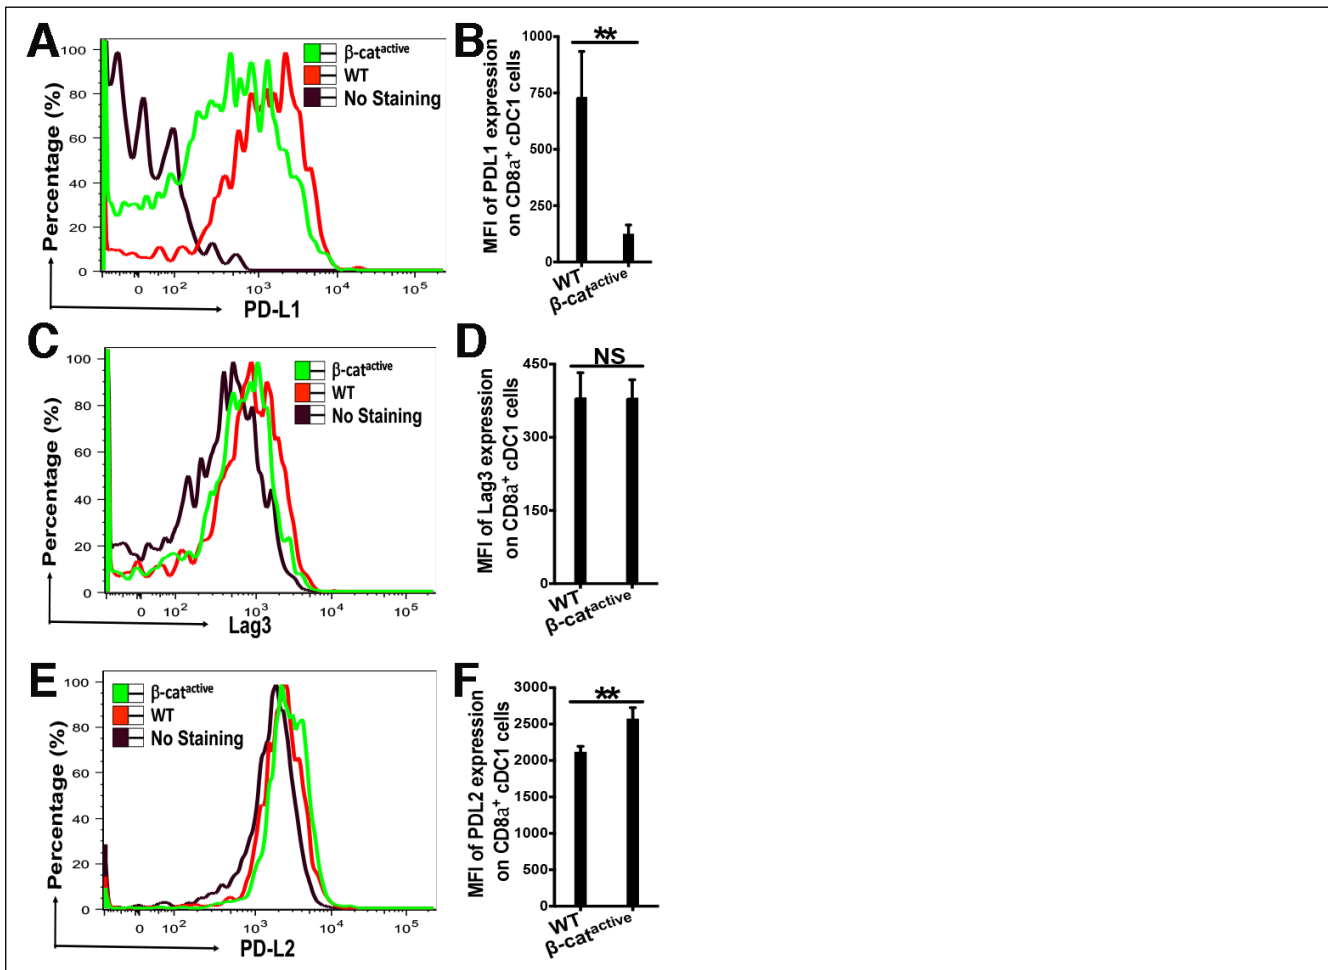

Supplemental Figure S3

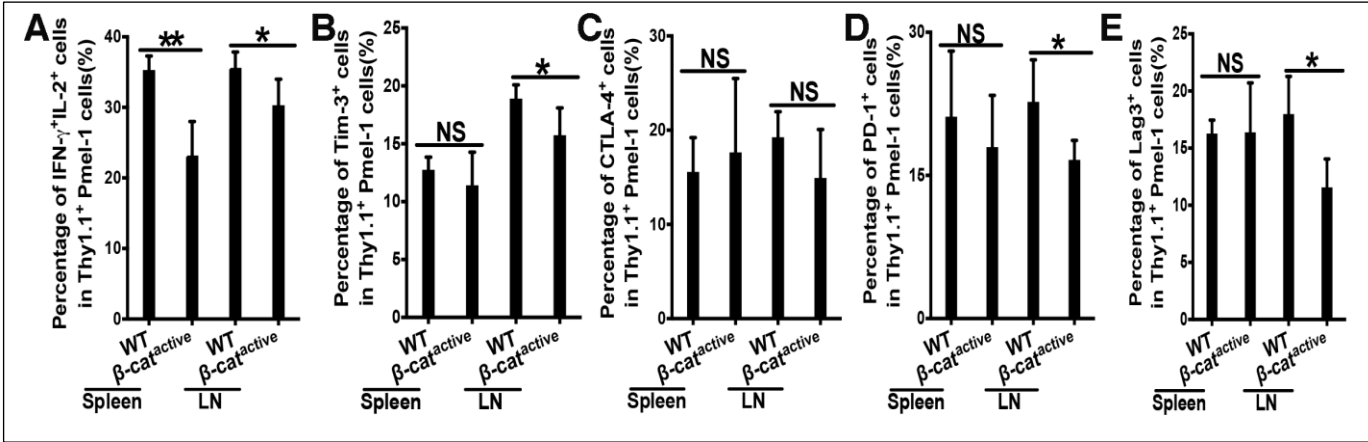

Supplemental Figure S4

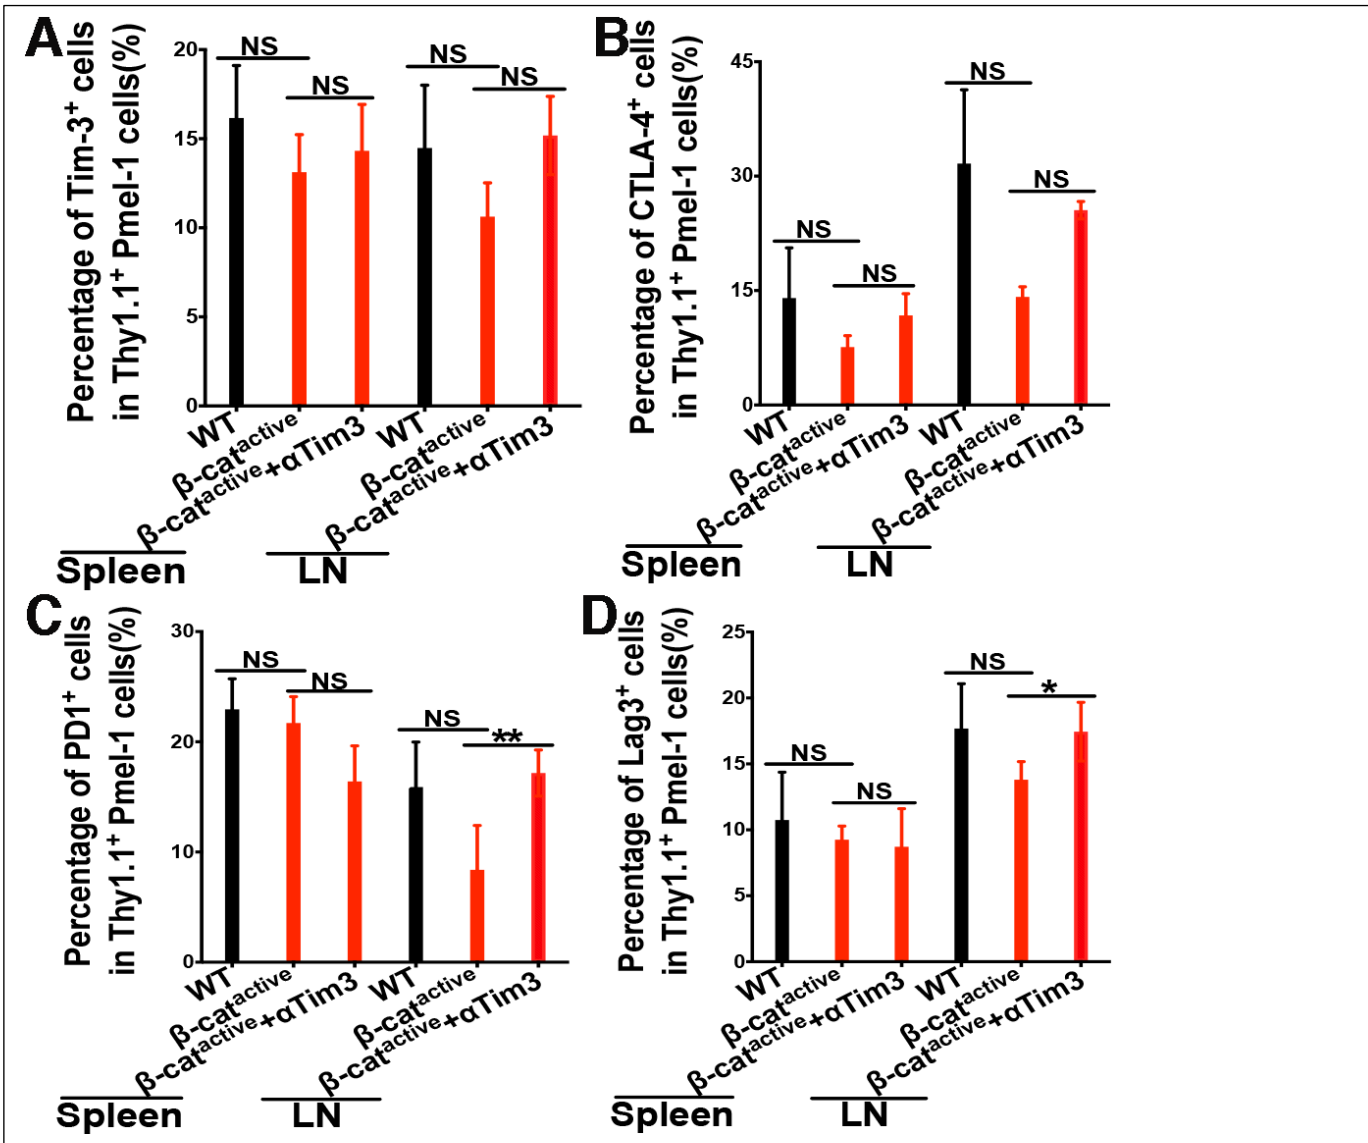

## Supplemental Figure Legends

### Figure S1. Gating strategy for splenic DCs.

### Figure S2. The effects of $\beta$ -catenin on expression of inhibitory molecules PD-L1, PD-L2 and

**Lag3 in splenic cDC1s.** Splenic cells from WT and CD11c- $\beta$ -catenin<sup>active</sup> mice (n=4) were stained and analyzed by flow cytometry, and the expression of inhibitory molecules PD-L1 (A-B), Lag3 (C-D), and PD-L2 (E-F) on gated CD8 $\alpha$ <sup>+</sup> cDC1s were shown as in Figure 1. Student's t test, \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ , and NS  $> 0.05$ . Data shown are representative of three experiments.

### Figure S3. $\beta$ -catenin in DCs negatively regulates DC vaccine-cross-priming against tumor

**antigen.** WT and CD11c- $\beta$ -catenin<sup>active</sup> mice (n=5) were immunized with anti-DEC-205-hgp100 plus CpG, and cross-priming of adoptively transferred Thy1.1<sup>+</sup> Pmel-1 CD8 T cells was examined at day 5 following 5 hour *in vitro* stimulation with hgp100<sub>25-33</sub> with Brefeldin A (BFA). The percentages of IFN- $\gamma$ <sup>+</sup>IL-2<sup>+</sup> (A), Tim-3<sup>+</sup> (B), CTLA-4<sup>+</sup> (C), PD-1<sup>+</sup> (D), and Lag3<sup>+</sup> (E) cells out of total Thy1.1<sup>+</sup> Pmel-1 cells are shown. Student's t test, \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ , and NS  $> 0.05$ . Data are representative of three experiments.

### Figure S4. Anti-Tim-3 treatment reverses $\beta$ -catenin-mediated inhibition of cross-priming.

WT and CD11c- $\beta$ -catenin<sup>-/-</sup> mice (n=4-5) were immunized with anti-DEC-205-hgp100 plus CpG with or without anti-Tim-3 treatment, and cross-priming of adoptively transferred Thy1.1<sup>+</sup> Pmel-1 CD8 T cells was examined at day 5 after immunization. The percentages of Tim-3<sup>+</sup> (A),

CTLA-4<sup>+</sup> (B), PD-1<sup>+</sup> (C), and Lag3<sup>+</sup> (D) Pmel-1 cells in total Thy1.1<sup>+</sup> Pmel-1 cells are shown.

Data are representative of two experiments. . One-way ANOVA and Post-hoc T tests with

Bonferroni correction were used. \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$  and NS  $> 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

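Thy1.1+ Pmel-1 CD8 T cells sorted from WT and CD11c-β-catenin active mice were profiled by droplet scRNA-seq, with 1 library per condition. The count values are whole numbers of UMIs per gene and cell, which the authors made by alignment to the mm10 mouse reference and UMI counting in Cell Ranger, and which were deposited for called cells without normalization or filtering. The Cell Ranger version named with the deposited counts differs from the one in the paper's methods, so which version made them was not settled. The libraries were told apart by the genotype in their labels, and their cell totals match those in the paper's text. The gene whose product the mice express in dendritic cells cannot check the labels in T cells.

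Cells were kept with at least 300 and at most 4000 genes and at most 5% mitochondrial UMIs, after the paper's methods. Cells with a UMI of *Xist* together with one of the Y-linked genes named there were left out, *Xist* being a choice made here. Ribosomal protein genes were left out by symbol in place of the gene ontology term and database named in the methods, and ribosomal RNA, haemoglobin genes and genes found in 3 or fewer kept cells were left out with them. No doublet caller was run. The precision follows from the depth given with the cell totals. A gene with 0 UMIs was set against the 3 counts that a count of 0 allows.

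Levels were summed UMIs per library over all kept cells, as CPM or per 10000. Gene lists were compared by the summed UMIs and by the median log2 ratio of their genes with at least 20 UMIs. This median was placed among 10000 random lists of the same size, matched in 20 bins of mean expression, which describes these libraries and is no test. Module scores were mean log-normalized levels minus those of 100 matched control genes per gene and are given as differences and SDs. Cycling cells had a UMI of at least 3 of 20 proliferation genes. For shares of cells with a UMI, each cell was thinned to 1500 UMIs, the largest step that kept at least 90% of each library's cells. No background share was set, since B cell-like cells mostly also held T cell transcripts and those without them were too few.

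For clusters, variable genes were ranked by binned dispersion in each library, those in the top 2000 of both were taken, at most 1000, and 649 remained. S and G2M scores were regressed out of log-normalized levels, and 30 principal components, 20 nearest neighbours, a shared-neighbour graph pruned at 1/15 and Louvain clustering with seed 1 followed. Cells of both libraries were clustered together without alignment of the libraries. The resolution was 0.3 in the main clustering. It was 0.4 with no cell cycle regression, without heat-shock and immediate-early genes, and for at least 9 clusters of 10 or more cells. A cluster was named only with at least 3 fixed markers among its 10 leading genes, more than of any other type, and markers at least 4-fold above other cells. The last rule was chosen after the clusters had been looked at, as were the matching of clusters across settings by marker level and the 25 heat-shock and immediate-early genes left out in an alternative, which was also looked at with other resolutions. Heat-shock genes led cluster 1 and cluster 4 carried markers of 2 types, so these were compared by number.

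The genes named are genes the paper names for these data, of which some are not reported here, and the 10 with the highest and the 10 with the lowest log2 ratio among the 6837 genes with at least 500 UMIs over both libraries. The lists for effector, memory, IFN-responsive, cytotoxicity, TCR and CD8 binding, mitotic, ATP synthase, complex I (with its assembly factors), proteasome core, proteasome regulatory and immediate-early and heat-shock genes were written for this purpose, and the effector and memory lists are not the paper's scores, whose genes its text does not name. Alternatives covered the cell filters, T cells only, thinning, totals with ribosomal UMIs, median-ratio scaling, cells without the cycling call, list summaries, gene minimums and the clustering settings.

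The ratios, intervals and list percentiles were tested on simulated library totals drawn from a Poisson distribution. In these, 200 of 6837 genes were given a log2 change of 1, up or down. The direction was right for 100% of these genes, and the 95% interval held the true value for 97.5% of them and for 95.4% of the other genes. A list of raised genes came out at the 100 percentile and one of unchanged genes at the 63.4 percentile. Totals drawn this way carry no spread between cells. The coverage therefore cannot show how the intervals hold for genes whose UMIs lie in few cells. Clusters, cycling calls and module scores were not simulated.

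Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, python-igraph 0.11.9 and matplotlib 3.10.9.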

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

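The tests of free RNA, of B cells without T cell transcripts and of the cells with at least 10 *S100a8* and *S100a9* UMIs were chosen only after the results were seen, as were the limits by which each test was read.

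*Hspa1a* and *Hspa1b*, heat-shock genes that the paper does not discuss, had a summed log2 ratio of 3.33 (95% interval 3.29 to 3.37), from 275 CPM in the WT library to 2764 in the CD11c-β-catenin active library. The 2 genes are near-identical copies and were taken together. A UMI of either was found in 18.0% of WT and 62.5% of CD11c-β-catenin active cells. A list of 13 immediate-early and heat-shock genes that cell handling can raise was higher in the CD11c-β-catenin active library in each of its genes, with a median log2 ratio of 1.20, at the 100 percentile of the random lists. Library depth was argued against by a log2 ratio of 3.32 (3.26 to 3.38) after each cell was thinned to 1500 UMIs. Free RNA spread over all droplets was argued against by the 37.5% of CD11c-β-catenin active cells with no UMI of either gene, where an even spread would leave 2.71%. Handling of the whole cell suspension could raise these genes in cells of other types too. In the B cell-like cluster the log2 ratio was 2.04 (1.83 to 2.24), but most of its cells also held T cell transcripts, so T cell RNA could give it. In cells with UMIs of at least 2 B cell genes and none of T cell transcripts, it was -0.35 (-0.87 to 0.17), from 73 UMIs in 10 WT cells and 58 UMIs in 7 CD11c-β-catenin active cells, too few to decide. Handling of the CD11c-β-catenin active library and a response of the T cells in these mice cannot be told apart, since each condition has 1 library and the other cell types were too few, and the second was not tested.

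*S100a8* and *S100a9*, which the paper does not discuss either, had a summed log2 ratio of 2.81 (2.64 to 2.98). Their UMIs, 352 in the WT and 1458 in the CD11c-β-catenin active library, came from 3 and 5 cells. Over all 5 such CD11c-β-catenin active cells, T cell transcripts were at 79.5% (69.9 to 90.2%) of their level in other cells. That test decides nothing, since 2 of these cells held 99.8% of the *S100a8* and *S100a9* UMIs and the other cells held 1 UMI each. In those 2 cells, T cell transcripts were at 1.11% (0.0281 to 6.18%), so the difference may come from a few cells of another type in the sort, a hypothesis found and tested on the same data. The 1 WT cell with at least 10 UMIs had 3.25%. What type these cells were was not tested, nor was any biological explanation.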

How the results depend on the processing

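The alternatives restricted to cells with no heat-shock UMI, to cells with a *Trbv14* UMI or to cells without cycling call or effector UMIs, and the clusterings without heat-shock and immediate-early genes, with genes scaled within each library or with at least 9 clusters of 10 or more cells were chosen only after the data had been seen. So was the rule that matches clusters across settings by their highest marker level. No paired analysis was possible because each condition has 1 library. No test was run for the same reason, and each alternative was set against the main value and its counting interval.

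Of 322 values under an alternative, 201 were counted as unchanged, 118 as moved and 3 as reversed, where an interval was available by whether they lay within that of the main value. The module score differences of the effector and memory lists were counted as unchanged though they lie outside the main intervals, being on another scale. For medians over genes, no counting interval is given here. The cycling share kept its direction in each of its alternatives, with log2 ratios from -2.76 to -2.18 around -2.71. *Gzmb* ran from -4.25 to -2.96, *Prf1* from -0.69 to -0.45, *Ifng* from -0.78 to -0.15, *Tcf7* from 0.16 to 0.22 and *Id3* from 0.44 to 0.92, each with 1 direction throughout. Of the values that moved, 27 belonged to single genes, checkpoint genes, the IFN-responsive list or the immediate-early and heat-shock list. Of the 20 genes chosen by the size of their ratio, 8 were also chosen when at least 2000 UMIs were asked for in place of 500, since fewer genes were then ranked.

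The main log2 ratios of the lists were -0.38 for the effector list, 0.38 for the memory list, -0.08 for ATP synthase, -0.15 for complex I, -0.28 for the proteasome core, -0.16 for proteasome regulatory genes, -0.33 for cytotoxicity, -0.22 for TCR and CD8 binding and -1.60 for the mitotic list. The effector and memory values are ratios of summed UMIs and the others are medians over genes, so they are not on one scale. The medians over genes were -0.91 for the effector list and 0.11 for the memory list. The list called TCR and CD8 binding also holds MHC class I genes. Each list kept its direction under the alternatives below, whose causes were not tested beyond what each leaves out. With cells thinned to 1500 UMIs, the log2 ratio was -0.30 for the effector list, 0.35 for the memory list, -0.067 for ATP synthase, -0.12 for complex I, -0.21 for the proteasome core, -0.11 for proteasome regulatory genes, -0.29 for cytotoxicity, -0.24 for TCR and CD8 binding and -1.35 for the mitotic list. With ribosomal UMIs in the total, the log2 ratio was -0.41 for the effector list, 0.34 for the memory list, -0.11 for ATP synthase, -0.18 for complex I, -0.31 for the proteasome core, -0.19 for proteasome regulatory genes, -0.36 for cytotoxicity and -0.25 for TCR and CD8 binding. With scaling by the median ratio of genes, the log2 ratio was -0.35 for the effector list, 0.40 for the memory list, -0.055 for ATP synthase, -0.12 for complex I, -0.26 for the proteasome core, -0.13 for proteasome regulatory genes, -0.31 for cytotoxicity and -0.19 for TCR and CD8 binding. Without the cycling cells, the log2 ratio was -0.21 for the effector list, 0.32 for the memory list, -0.064 for ATP synthase, -0.12 for complex I, -0.22 for the proteasome core, -0.13 for proteasome regulatory genes, -0.27 for cytotoxicity, -0.24 for TCR and CD8 binding and -0.16 for the mitotic list. Without the cell filters, the log2 ratio was 0.39 for the memory list, -0.31 for the proteasome core, -0.20 for TCR and CD8 binding, -1.76 for the mitotic list, -1.83 for effector markers, -1.83 for activated markers and 0.24 for ribosome biogenesis markers. Among T cells only, the log2 ratio was -0.41 for the effector list and -0.16 for complex I. As a mean over cells, the log2 ratio was -0.23 for the effector list and 0.33 for the memory list. Without its most abundant gene, the log2 ratio was -0.50 for the effector list and 0.16 for the memory list. As summed UMIs in place of the median, the log2 ratio was -0.13 for complex I, -0.26 for the proteasome core, -0.11 for proteasome regulatory genes, -0.16 for cytotoxicity, -0.14 for TCR and CD8 binding and -0.61 for the mitotic list. Over genes with at least 200 UMIs, the log2 ratio was -0.30 for cytotoxicity and -0.94 for the mitotic list. In cells with no heat-shock UMI, the log2 ratio was -0.33 for the effector list, 0.34 for the memory list, -0.069 for ATP synthase, -0.16 for the proteasome core, -0.13 for proteasome regulatory genes, -0.19 for TCR and CD8 binding and -1.17 for the mitotic list. In cells with a *Trbv14* UMI, the log2 ratio was -0.41 for the effector list, 0.39 for the memory list, -0.11 for ATP synthase, -0.30 for the proteasome core and -0.14 for proteasome regulatory genes. In cells with neither the cycling call nor a *Gzmb*, *Ccl4*, *Ifng* or *S100a4* UMI, the log2 ratio was -0.056 for ATP synthase, -0.12 for complex I, -0.19 for the proteasome core, -0.14 for proteasome regulatory genes, -0.25 for cytotoxicity, -0.23 for TCR and CD8 binding and -0.25 for the mitotic list.

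Except for the largest cluster, each share below is that of the cluster highest in a set of markers and goes by the set, which does not name the cells. The main cluster highest in effector markers had 4 proliferation and 4 effector markers among its 10 leading genes, 7 and 2 when clustered without heat-shock genes, and 9 and 1 with no cell cycle regression. The main cluster highest in ribosome biogenesis markers had none of that set among its 10. The main log2 ratios of the shares were -2.76 for effector markers, -2.36 for activated markers, 0.02 for ribosome biogenesis markers, -0.31 for IFN-responsive markers, -1.25 for B cell markers and -0.75 for the largest cluster. At a resolution of 0.8, the log2 ratio was 0.068 for effector markers, -1.02 for IFN-responsive markers, -3.72 for B cell markers and -1.35 for the largest cluster. With 15 principal components, the log2 ratio was -0.27 for effector markers, -0.27 for activated markers and -0.98 for IFN-responsive markers. With 30 nearest neighbours, the log2 ratio was -0.86 for the largest cluster. With no cell cycle regression, the log2 ratio was -0.95 for the largest cluster. Clustered without heat-shock and immediate-early genes, the log2 ratio was -0.29 for effector markers, -0.98 for IFN-responsive markers, -3.01 for B cell markers and 0.21 for the largest cluster. With genes scaled within each library, the log2 ratio was -0.23 for effector markers, -1.30 for activated markers, -0.69 for B cell markers and 0.071 for the largest cluster. With at least 9 clusters of 10 or more cells, the log2 ratio was -3.65 for B cell markers and -0.89 for the largest cluster. Without the cell filters and with 15 principal components, the effector and activated markers were highest in the same cluster. The share of the largest cluster thus reversed in the 2 clusterings that took out the heat-shock difference or each library's mean, and that of the cluster highest in effector markers at the higher resolution, with an interval of -0.10 to 0.24, and the cause was not tested. The interval for IFN-responsive markers, which included 0 in the main clustering, lay below 0 with 4 of the 5 other seeds and with a resolution of 0.8, at least 9 clusters of 10 or more cells, 30 nearest neighbours, no cell cycle regression, 15 principal components and heat-shock genes left out, though most of these values lay within the main interval. It included 0 with genes scaled within each library, at -0.08 (-0.47 to 0.29), and without the cell filters, at -0.33 (-0.78 to 0.11). Clustered without heat-shock genes, the B-lineage cells formed 2 clusters, and the one not taken, led by *Ebf1* and *Ms4a1*, had a log2 ratio of -0.60 (-1.17 to -0.04). The cluster highest in macrophage markers stayed within its interval, from -0.14 to 0.13 around 0.04. The 5 other Louvain seeds moved none of these shares beyond its interval.

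Depth limits the genes with few UMIs. The interval of the log2 ratio of *Gzma*, with 3 UMIs in the CD11c-β-catenin active library, runs from -9.23 to -5.39, and the bound on *Havcr2* was -1.51 with cells thinned to 1500 UMIs and -1.21 without the cycling cells. The intervals of *Pdcd1* and *Lag3* lay below 0 in the main analysis and included 0 in 3 alternatives for each gene, with log2 ratios from -0.75 to -0.48 for *Pdcd1* and from -0.22 to -0.15 for *Lag3*.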

Differences from the paper's values

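The clusterings without heat-shock and immediate-early genes, with genes scaled within each library and with at least 9 clusters of 10 or more cells were chosen only after the values had been seen, as was the rule that matched clusters to the paper's by their highest marker level. Shares here are of 9878 WT and 6639 CD11c-β-catenin active cells, while the paper's text gives 10254 and 6752 cells, and the clusters were rebuilt, so a difference can come from the grouping as well as from the cells. The main clusters highest in ribosome biogenesis and in activated markers held 0 and 1 of these among their 10 leading genes, so their matches to the paper's clusters 1 and 2 are loose. The main cluster highest in effector markers held 4 effector and 4 proliferation markers there, so its match to the paper's cluster 3 is loose too. A gap is called closed where neither value is more than 1.5 times the other.

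For the paper's cluster 1, its share of the WT cells was about 13% in Figure 3B, read by eye, and the cluster highest in ribosome biogenesis markers here held 8.51%. Of the alternatives set before the data were examined, the gap closed with a resolution of 0.8 (9.87%), Louvain seed 5 (8.72%), 30 nearest neighbours (9.16%), no cell cycle regression (9.74%) and 15 principal components (11.9%) and not with the others, and among those chosen after seeing the values it closed with at least 9 clusters of 10 or more cells (8.89%) and genes scaled within each library (10.7%). In the CD11c-β-catenin active library, the cluster highest in ribosome biogenesis markers held 8.65% of cells here, and the paper's cluster 1 held about 13% in Figure 3B, read by eye. The gap closed under the alternatives set before the data were examined, from 8.68 to 12.6%, except with Louvain seed 2 (8.13%), Louvain seed 4 (7.92%), Louvain seed 6 (8.48%) and all cells before filtering (6.13%), and among those chosen after seeing the values it closed with at least 9 clusters of 10 or more cells (9.40%) and genes scaled within each library (10.8%). For the paper's cluster 2, its share of the WT cells was about 9% in Figure 3B, read by eye, and the cluster highest in activated markers here held 4.58%. None of the alternatives set before the data were examined closed the gap, nor did those chosen after seeing the values. In the CD11c-β-catenin active library, the cluster highest in activated markers held 0.889% of cells here, and the paper's cluster 2 held about 5% in Figure 3B, read by eye. Of the alternatives set before the data were examined, the gap closed with 15 principal components (4.64%) and not with the others, nor with those chosen after seeing the values. For the paper's cluster 3, its share of the CD11c-β-catenin active cells was about 4.6% in Figure 3B, read by eye, and the cluster highest in effector markers here held 0.557%. Of the alternatives set before the data were examined, the gap closed with 15 principal components (4.64%) and not with the others, and among those chosen after seeing the values it closed with heat-shock and immediate-early genes left out (5.17%) and genes scaled within each library (5.23%). In the WT library, where the main value showed no such gap from the paper's (about 3.3%), one opened with a resolution of 0.8 (7.13%), no cell cycle regression (5.32%), 15 principal components (5.59%), heat-shock and immediate-early genes left out (6.31%), genes scaled within each library (6.11%) and all cells before filtering (5.20%). In the WT library, the cluster highest in IFN-responsive markers held 0.972% of cells here, and the paper's cluster 5 held about 1.5% in Figure 3B, read by eye. The gap closed under the alternatives set before the data were examined, from 1.08 to 1.90%, except with a resolution of 0.8 (2.56%) and 15 principal components (2.59%), and among those chosen after seeing the values it closed with at least 9 clusters of 10 or more cells (1.85%) and genes scaled within each library (1.55%). For the paper's cluster 5, its share of the CD11c-β-catenin active cells was about 1.7% in Figure 3B, read by eye, and the cluster highest in IFN-responsive markers here held 0.783%. Of the alternatives set before the data were examined, the gap closed with a resolution of 0.8 (1.27%), no cell cycle regression (1.16%) and 15 principal components (1.31%) and not with the others, and among those chosen after seeing the values it closed with heat-shock and immediate-early genes left out (1.22%) and genes scaled within each library (1.46%). In the CD11c-β-catenin active library, the cluster that was largest held 42.6% of cells here, and the paper's cluster 0 held about 72% in Figure 3B, read by eye. Of the alternatives set before the data were examined, the gap closed with all cells before filtering (48.7%) and not with the others, and among those chosen after seeing the values it closed with heat-shock and immediate-early genes left out (79.0%) and genes scaled within each library (60.1%). In the WT library, where the main value showed no such gap from the paper's (about 69%), one opened with a resolution of 0.8 (22.4%) and 15 principal components (45.1%). For the paper's cluster 7, its share of the WT cells was about 0.9% in Figure 3B, read by eye, and the cluster highest in B cell markers here held 1.44%. None of the alternatives set before the data were examined closed the gap, and among those chosen after seeing the values it closed with heat-shock and immediate-early genes left out (0.607%) and genes scaled within each library (1.27%). In the CD11c-β-catenin active library, where the main value showed no such gap from the paper's (about 0.5%), one opened with a resolution of 0.8 (0.0452%), at least 9 clusters of 10 or more cells (0.0452%), heat-shock and immediate-early genes left out (0.0753%) and genes scaled within each library (0.783%). Without heat-shock and immediate-early genes, the B-lineage cells formed 2 clusters, of which the one highest in these markers was led by *Jchain*, *Igkv1-88* and *Igkc*. The other, led by *Ebf1* and *Ms4a1*, held 0.911% of WT and 0.603% of CD11c-β-catenin active cells, close to the paper's shares. In the CD11c-β-catenin active library, the cluster highest in macrophage markers held 0.301% of cells here, and the paper's cluster 8 held about 0.1% in Figure 3B, read by eye. None of the alternatives set before the data were examined closed the gap, nor did those chosen after seeing the values. In the WT library, where the main value showed no such gap from the paper's (about 0.2%), one opened with a resolution of 0.8 (0.304%), no cell cycle regression (0.364%), 15 principal components (0.375%), heat-shock and immediate-early genes left out (0.334%), genes scaled within each library (0.314%) and all cells before filtering (0.361%).

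The paper states that its 2 major clusters, 0 and 1, had similar frequencies in WT and CD11c-β-catenin active mice. The cluster matched to cluster 1, the one highest in ribosome biogenesis markers, held 8.51% and 8.65%, a log2 ratio of 0.02 (-0.13 to 0.18). Its 10 leading genes held none of those markers and 1 of the activated markers, so it does not bear on the statement about cluster 1. The largest cluster, set against cluster 0, held 71.7% and 42.6%. A further cluster here, led by heat-shock genes, held 8.75% and 45.6%, and the log2 ratio of the largest was 0.21 when clustered without those genes, a setting chosen after seeing the values. The paper states that cluster 3 held slightly more cells in CD11c-β-catenin active mice. The cluster highest in effector markers had a log2 ratio of -2.76 here. It was 0.07 (-0.10 to 0.24) at a resolution of 0.8, and the share was lower in the CD11c-β-catenin active library under each other alternative. The 10 leading genes of this cluster held 4 proliferation and 4 effector markers, while the paper gives cell cycle genes to its cluster 4. The cluster here held 3.79% of WT and 0.557% of CD11c-β-catenin active cells, and the paper's cluster 4 about 2.6% and 0.3%, read by eye. The cycling cells, set against cluster 4, showed no gap in the main analysis, at 2.65% and 0.407%. In the CD11c-β-catenin active library, one opened with at least 2 of 20 genes (0.813%) and among cells with a *Trbv14* UMI (0.511%). In the WT library, one opened among cells with no heat-shock UMI (1.67%). The groups by *Trbv14* and heat-shock UMIs were chosen after the data had been seen. The comparison thus does not decide the statement about cluster 3.

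The paper states that the memory score was higher in Pmel-1 cells of WT mice. With the list used here, the summed memory genes had a log2 ratio of 0.38 and the module score differed by 0.079, both higher in the CD11c-β-catenin active library. Of the list's 16 genes, 10 were higher and 6 lower, among the latter *Eomes* at -1.14 and *Il7r* at -0.41. Whether the list separates memory cells from cells that were not primed was not tested, so it does not decide the paper's statement. The summed ratio was above 0 under each alternative run, while the module score had no alternative and was lower in the CD11c-β-catenin active library in cluster 3, with a difference of -0.038. The paper gives *Tcf7* and *Id3* as higher in WT mice. Here both were higher in the CD11c-β-catenin active library, with log2 ratios of 0.20 and 0.89. The paper describes clusters 3 and 4 as carrying both an effector and a memory program. Cluster 4 here, the one highest in effector markers, held 28.7 UMIs per 10000 of the memory list, against 79.4 in the largest cluster.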

Other observations

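The tests of heat-shock genes among the clustering genes and of 10 or fewer antibody-secreting cells were chosen only after their results were seen, and so were the groups of cells with no heat-shock UMI, of cells with a *Trbv14* UMI and of cells without cycling call or effector UMIs, and the limits by which each test was read. For each pattern, a difference between WT and CD11c-β-catenin active mice stays open and could not be tested with 1 library per condition.

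Among genes with at least 500 UMIs over both libraries, the 10 with the lowest log2 ratio held 4 immunoglobulin or joining chain genes, 2 granzymes and 4 cell cycle genes. *Ighv4-1* had 988 UMIs in 40 WT cells and 0 in the CD11c-β-catenin active library, at least 194.5-fold lower with the WT count taken as it stands, and the 95% interval of its log2 ratio lay below -7.30. The other genes of these kinds were *Igkc* at -3.31 (-3.35 to -3.27), *Ighm* at -2.70 (-2.75 to -2.65) and *Jchain* at -2.68 (-2.78 to -2.58), and *Hist1h1b* at -2.66 (-2.93 to -2.41), *Nusap1* at -2.58 (-3.03 to -2.15), *Ube2c* at -2.57 (-2.87 to -2.27) and *Birc5* at -2.31 (-2.60 to -2.03), of which *Hist1h1b* has near-identical family members. The 10 with the highest held the heat-shock genes *Hspa1a* at 3.53 (3.46 to 3.60), *Hspb1* at 3.43 (3.14 to 3.74), *Hspa1b* at 3.21 (3.16 to 3.26), *Dnajb1* at 1.83 (1.78 to 1.88) and *Hsph1* at 1.66 (1.58 to 1.74). The others were *S100a8* at 3.20 (2.88 to 3.53), *S100a9* at 2.63 (2.43 to 2.84), *Gm26532* at 2.05 (1.78 to 2.33), *Ccdc117* at 1.67 (1.55 to 1.79) and *Bbc3* at 1.56 (1.38 to 1.75).

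Immunoglobulin transcripts (*Igkc*, *Ighm* and *Jchain*) had 145711 UMIs in the WT library and 10309 in the CD11c-β-catenin active library. Free RNA from B-lineage cells was argued against by the 4.62% of the WT UMIs that lay outside the B cell-like cluster. In the CD11c-β-catenin active library, 21.3% of these UMIs lay outside it. The 10 cells with the most held 58.9% of them in the WT and 76.1% in the CD11c-β-catenin active library. As the whole source of the difference, 10 or fewer antibody-secreting cells in the sort were argued against by a log2 ratio of -1.79 (-1.82 to -1.76) without those 10 WT cells, against -3.06 with them, and of -3.85 (-3.91 to -3.79) without the 10 of each library. A larger number of B-lineage cells in the WT sort stays open and was not tested.

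The cluster led by B cell genes held T cell transcripts at 54.7% of their level in other cells, which argues against B cells carried through the sort as the source of the whole cluster. It leaves them open for the 12 WT and 7 CD11c-β-catenin active cells of it without T cell transcripts. Its median of 4539 UMIs per cell, against 3185, is consistent with droplets holding a B cell and a T cell. Single cells with both programs, which the paper names B-T cells, would show the same T cell transcripts and were not tested apart from such droplets.

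For the lower cycling share in the CD11c-β-catenin active library, library depth was argued against by a log2 ratio of -2.61 (-3.37 to -1.92) after thinning. Host cells in the sort were argued against as its source, since 39.9% (33.8 to 46.2%) of 253 thinned WT cells with the cycling call had a UMI of *Trbv14*, the most abundant β chain gene here, against 45.9% of other WT cells. *Trbv14* held 98.8% of the UMIs of such genes in the WT and 98.7% in the CD11c-β-catenin active library. Among cells with no heat-shock UMI, 5209 WT and 1319 CD11c-β-catenin active cells, the log2 ratio was -2.46 (-4.37 to -1.05). The immediate-early and heat-shock list was still higher in these CD11c-β-catenin active cells, by a median log2 ratio of 0.52, so loss of cycling cells to the heat-shock response and the condition cannot be told apart.

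For the lower level of *Gzmb*, host cells in the sort were argued against by a log2 ratio of -4.20 (-4.72 to -3.72) in cells with a *Trbv14* UMI. In cells with no heat-shock UMI it was -3.63 (-4.77 to -2.69), and loss of effector transcripts to the heat-shock response cannot be told apart from the condition for the same reason. The log2 ratio of *Id3* was 0.44 (0.33 to 0.55) in those cells, against 0.89 in all, so part of its difference may go with the heat-shock response. For the rest, the response and the condition cannot be told apart either.

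The proteasome core list was still lower in CD11c-β-catenin active cells without the cycling call and without a UMI of *Gzmb*, *Ccl4*, *Ifng* or *S100a4*, by a median log2 ratio of -0.19 against -0.28 in all cells, and -0.21 (-0.23 to -0.20) for its summed UMIs. In these cells, the summed effector list without those 4 genes had a log2 ratio of 0.03, against -0.27 in all cells. Fewer cycling and effector cells were thus argued against as the whole source of the lower proteasome level, and the heat-shock difference between the libraries was not excluded.

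Clustered without heat-shock and immediate-early genes, the cluster highest in effector markers had a log2 ratio of -0.29 (-0.48 to -0.10), against -2.76 with them. Its 10 leading genes held 7 proliferation and 2 effector markers, against 4 and 4 with them, so the 2 clusters need not hold the same kind of cells. The resolution differed too, at 0.4 without those genes and 0.3 with them. With those genes kept, 15 principal components gave -0.27 and a resolution of 0.8 gave 0.07, so the effect of heat-shock genes among the clustering genes and that of the grouping itself cannot be told apart.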
